# The LIM Protein Ajuba Augments Tumor Metastasis in Colon Cancer

**DOI:** 10.3390/cancers12071913

**Published:** 2020-07-15

**Authors:** Noëlle Dommann, Daniel Sánchez-Taltavull, Linda Eggs, Fabienne Birrer, Tess Brodie, Lilian Salm, Felix Alexander Baier, Michaela Medová, Magali Humbert, Mario P. Tschan, Guido Beldi, Daniel Candinas, Deborah Stroka

**Keywords:** Ajuba, metastasis, proliferation, cell differentiation

## Abstract

Colorectal cancer, along with its high potential for recurrence and metastasis, is a major health burden. Uncovering proteins and pathways required for tumor cell growth is necessary for the development of novel targeted therapies. Ajuba is a member of the LIM domain family of proteins whose expression is positively associated with numerous cancers. Our data shows that Ajuba is highly expressed in human colon cancer tissue and cell lines. Publicly available data from The Cancer Genome Atlas shows a negative correlation between survival and Ajuba expression in patients with colon cancer. To investigate its function, we transduced SW480 human colon cancer cells, with lentiviral constructs to knockdown or overexpress Ajuba protein. The transcriptome of the modified cell lines was analyzed by RNA sequencing. Among the pathways enriched in the differentially expressed genes, were cell proliferation, migration and differentiation. We confirmed our sequencing data with biological assays; cells depleted of Ajuba were less proliferative, more sensitive to irradiation, migrated less and were less efficient in colony formation. In addition, loss of Ajuba expression decreased the tumor burden in a murine model of colorectal metastasis to the liver. Taken together, our data supports that Ajuba promotes colon cancer growth, migration and metastasis and therefore is a potential candidate for targeted therapy.

## 1. Introduction

Ajuba is a LIM-domain protein which contains a unique N-terminal region, a pre-LIM region and three tandem C-terminal LIM domains [1,2,3]. LIM domains are tandem zinc-finger structures that function as a protein-binding interface and are associated with cytoskeletal organization and signal transduction from the plasma membrane to the nucleus [4]. LIM-domain proteins are highly conserved between species and Ajuba is most closely related to its family members LIMD1 and WTIP [5].

Ajuba has been found to be significantly upregulated in several cancers such as esophageal squamous cell carcinoma, cervical cancer and colorectal cancer [6,7,8,9]. In the literature, there are discrepancies as to whether Ajuba is a driver or suppressor of tumor cell proliferation. In hepatocellular carcinoma and malignant mesothelioma, Ajuba was shown to be a negative regulator of the proto-oncogene YAP and therefore was classified as a tumor suppressor [10,11]. Also, Sato et al. supported its tumor suppressor function in small cell lung cancer by demonstrating that loss of Ajuba expression resulted in enhanced tumor growth [12]. Whereas Ajuba has also been identified as a tumor promotor in cervical and colorectal cancer through positive regulation of YAP and TAZ and therefore negatively regulating the Hippo pathway [6,13].

Colorectal cancer (CRC) is one of the leading causes of cancer-related deaths, with metastasis leading to a 5-year patient survival rate of only 14% [14]. The aim of this study was to investigate the role Ajuba expression in colon cancer growth and metastasis. We found Ajuba to be highly expressed in human colon cancer and its expression is negatively correlated with patient survival. We modified Ajuba expression in the cancer cell line SW480 established from a primary Dukes’ type B colon adenocarcinoma [15] and performed high-throughput transcriptomics. Transcriptomic results were supported with mass cytometry by time-of-flight (CyTOF) and validated with biological assays. Our data demonstrates that Ajuba promotes colon cancer cell proliferation, migration and tumor metastasis in vivo.

## 2. Results

### 2.1. Ajuba Expression Is Increased in Human Colon Cancer Cell Lines and Metastatic Tumor Tissue

We compared the expression of Ajuba mRNA and protein in colon cancer tumor cells to normal tissue. Ajuba mRNA levels were significantly increased in the cancer cell lines, SW480, SW620 and HCT-116 and samples of colorectal metastasis compared to normal colon tissue (Figure 1A). Ajuba protein was clearly expressed lower in control colon tissue compared to both colon cancer cell lines and colorectal metastasis (Figure 1B). Using publicly available data from The Cancer Genome Atlas (TCGA) we compared 471 primary colon tumors to 41 healthy adjacent non-tumor tissues. Ajuba was significantly upregulated in colon cancer tissues compared to the control tissue (*p*: 7.310 × 10^−176^) (Figure 1C). Assessing its two most closely related family members WTIP and LIMD1 we found a non-significant increase (*p* = 0.570) of WTIP in colon cancer and no difference for LIMD1 (*p* = 0.401) (Figure 1C). Kaplan Meyer curves revealed that increased expression of Ajuba negatively correlated with colon cancer patient survival (*p* = 0.020) (Figure 1D). High expression of WTIP was also correlated with a significant decrease in patient survival (*p* = 0.004), whereas there was no correlation with LIMD1 expression and patient survival (*p* = 0.290) (Figure 1D). 

Ajuba overexpression could be confirmed in two patient samples of CRC metastasis in the liver using histology (Figure 1E). Colon cancer metastases were distinguished from surrounding liver tissue by H&E staining and Ki-67 which marks actively proliferating cells. Ajuba colocalized with Ki-67 expression in the metastatic cells. To summarize our findings, there is an increase of Ajuba expression in colon cancer tumors, cells lines and CRC metastasis and high protein expression correlates with poor patient survival.

### 2.2. Ajuba Is Efficiently Knocked down and Overexpressed Using Lentiviral Transduction

To study the function of Ajuba, we modulated its expression in SW480 cells using lentiviral constructs to knockdown (KD) or overexpress (OE) Ajuba protein. We selected lentiviral transduction of short hairpin (sh)RNAs due to the fact that in our hands a total knockout using CRISPR/Cas9 strategies generated non-expandable, lethal clones (Figure S11). After transduction with lentiviruses targeting a coding (shAjuba1) and non-coding (shAjuba2) region of Ajuba, we observed a significant decrease of Ajuba mRNA in shAjuba1 and shAjuba2 compared to the parental and shScrambled controls (Figure 2A). The knock down efficiency of shAjuba1 (77%) was greater than shAjuba2 (30%; Figure 2A). Transfecting the cells with an Ajuba OE construct significantly increased Ajuba mRNA levels (345%; Figure 2A). KD of Ajuba did not alter levels of its related family members, LIMD1 and WTIP (Figure S1A,B). We confirmed Ajuba expression by immunoblot showing decreased Ajuba protein expression in shAjuba1 and 2 and increased expression in Ajuba OE (Figure 2B and Figure S10C,D). Altered Ajuba protein expression was also observed by immunofluorescence. Ajuba protein expression was extremely low in shAjuba1 (Figure 2C, left panel), whereas there was increased Ajuba expression in OE cells with both cytoplasm and nuclear localization (Figure 2C, right panel). Interestingly, OE Ajuba protein appeared to be increased in cells that are proliferating and ready for cytokinesis as implicated by its high expression in cells with an elongated morphology (Figure 2C, arrows).

### 2.3. RNA-Seq Analysis of SW480 with Ajuba KD and OE

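RNA was sequenced from 6 lines made from SW480, an established line from a human colon adenocarcinoma. The lines were Parental (n = 2), shScrambled with a non-targeting shRNA (n = 2), shAjuba1 (n = 3), shAjuba2 (n = 3), the control line of the overexpression construct, called Control (n = 3), and Ajuba OE (n = 3). The authors prepared stranded mRNA libraries, aligned the paired reads to hg38 with HISAT2 and counted read pairs on exons with featureCounts. They deposited the counts per gene without normalization. The counts cover 66023 Ensembl genes, of which 56434 are in the annotation used here and hold 99.8% of all counts. Between 30132396 and 69684675 read pairs per sample were counted on genes. The median total was 46845040 in Parental, 43384429 in shScrambled, 36229871 in shAjuba1, 46513605 in shAjuba2, 43919780 in Control and 47996080 in Ajuba OE. RPM, the unit of the paper's principal component analysis, is the count of a gene divided by the total of its sample and rescaled by the same factor in all samples. Each line was compared with its control by edgeR's quasi-likelihood test on counts normalized with TMM, for the genes kept by filterByExpr. Differentially expressed genes (DEG) had a Benjamini-Hochberg adjusted p-value under 0.05, the threshold given in the paper's methods. For this step the paper's methods name DESeq2, which was run here as an alternative. The paper calls the replicates technical replicates. In the 14 pairs of replicates of a line, the median chi-square statistic divided by its value under counting noise alone was 1.87 to 14.3 over genes with at least 20 counts in the pair. Each sample was treated as a replicate of its own, and this spread does not tell technical from biological replicates.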

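AJUBA (ENSG00000129474) lies on chromosome 14 of hg38 from 22971177 to 22982551, on the minus strand, and has 8 exons in the annotation. A second annotated gene, also protein-coding, overlaps it on the same strand from 22946270 to 22982258, and its count was 0 in every sample. How reads in exons of both genes were counted was not examined. The count of 0 therefore does not show that the AJUBA counts are complete. The AJUBA count was between 1425 and 38303 per sample. AJUBA RPM was 90.2 ± 2.00 (SD, n = 2) in Parental, 82.5 ± 1.26 (SD, n = 2) in shScrambled and 93.2 ± 6.35 (SD, n = 3) in Control. It was 50.1 ± 3.12 (SD, n = 3) in shAjuba1, 62.0 ± 5.93 (SD, n = 3) in shAjuba2 and 525.9 ± 56.1 (SD, n = 3) in Ajuba OE. All 3 shAjuba1 samples and all 3 shAjuba2 samples were below both shScrambled samples, and all 3 Ajuba OE samples were above every Control sample. The log2 fold change was -0.73 in shAjuba1 against shScrambled (standard error 0.0834, adjusted p = 2.19e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In shAjuba2 it was -0.46 (standard error 0.131, adjusted p = 0.0773 from the same edgeR test), which did not pass the threshold. In Ajuba OE against Control it was 2.56 (standard error 0.115, adjusted p = 7.69e-05 from the same edgeR test); reads from the construct and from the gene itself were not separated here. With the replicate number as a block in edgeR's test, the log2 fold changes were -0.77 (adjusted p = 6.00e-16), -0.40 (adjusted p = 0.0437) and 2.56 (adjusted p = 6.25e-09). As shScrambled has no replicate 3, replicate 3 of shAjuba1 and of shAjuba2 has no partner in the block and adds nothing to these fold changes, which rest on 2 against 2 samples; Ajuba OE and Control have 3 pairs. The blocked fits keep few residual degrees of freedom, so their p-values lean on the dispersion pooled over genes. The mean correlation between same-numbered replicates of a line and its control was -0.0052 for shAjuba1, 0.13 for shAjuba2 and 0.19 for Ajuba OE. With each replicate left out in turn, the log2 fold change stayed between -0.77 and -0.70 in shAjuba1, -0.55 and -0.38 in shAjuba2, and 2.51 and 2.63 in Ajuba OE. The alternative that moved it most was Parental as the control of shAjuba2, with a log2 fold change of -0.60 (adjusted p = 0.0364 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Over all alternatives for shAjuba2 the adjusted p was between 4.81e-04 and 0.229. Leaving out replicate 2 of shAjuba2 was among the settings under which AJUBA passed the threshold.

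**Figure D1:**
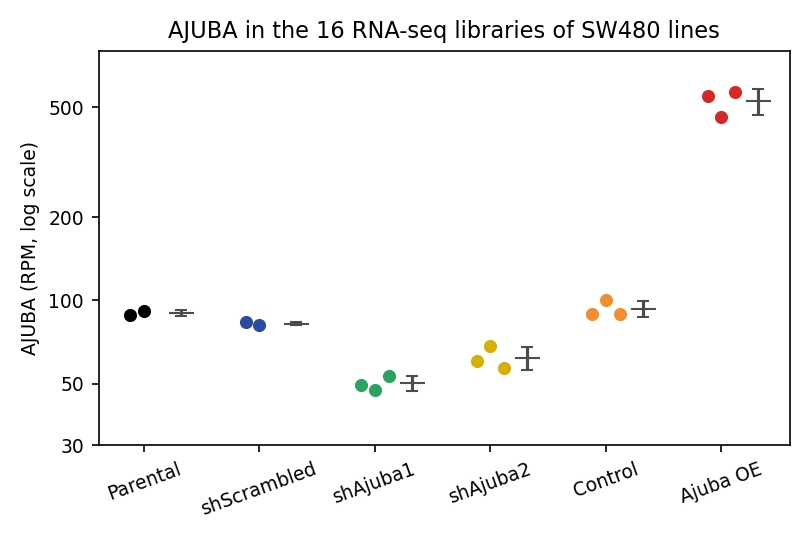
AJUBA RPM of the 16 samples by line on a log axis, one point per sample, with the mean and SD of each line. The shAjuba1 samples lie between 47.3 and 53.5, the shAjuba2 samples between 57.1 and 68.6, and the Ajuba OE samples between 461.8 and 566.2.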

We next questioned how changes in Ajuba expression alter a cancer cell’s transcriptome by performing RNA-seq of SW480 with KD and OE of Ajuba. The principal component (PC) analysis of the RNA-seq data showed that the replicates of the modified cell lines clustered together (Figure 3A). 

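The components were computed with prcomp on log(1 + RPM) as in the paper's methods. The use of all 66023 genes, centred and not scaled, was a choice made here. PC1, PC2 and PC3 held 34.0%, 20.3% and 17.3% of the variance. The SD of the PC1 scores within a line ranged from 2.54 in Parental (n = 2) to 10.9 in shAjuba2 (n = 3). On PC2 it ranged from 0.722 in shScrambled (n = 2) to 5.88 in shAjuba2 (n = 3). In shAjuba2, Control and Ajuba OE, replicate 2 lay to the left of replicates 1 and 3 on PC1. Its score was -32.5 in shAjuba2, where replicates 1 and 3 had -16.1 and -11.9. In Control it was -6.62, against 14.3 and 7.63 for replicates 1 and 3. In Ajuba OE it was 12.1, against 30.2 and 27.9. Replicate 2 of Control therefore lay to the left of both shScrambled samples, with scores of 3.56 and -1.82. The choice of genes moved the share of PC1 most, to 52.3% with the 500 genes of highest variance.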

The first principle component (PC 1) is correlated with the level of Ajuba, with Ajuba KD cells clustering to the left and Ajuba OE cells to the right. 

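The sign of a component is arbitrary and was set here so that Ajuba OE is positive on PC1. The mean PC1 score was 9.77 ± 2.54 (SD, n = 2) in Parental and 0.867 ± 3.81 (SD, n = 2) in shScrambled. In Control it was 5.12 ± 10.7 (SD, n = 3). shAjuba1 had -15.5 ± 4.36 (SD, n = 3) and shAjuba2 had -20.2 ± 10.9 (SD, n = 3), so that shAjuba2 lay to the left of shAjuba1 by less than its own SD. Ajuba OE had 23.4 ± 9.84 (SD, n = 3). Over the 6 line means, PC1 and log2 AJUBA RPM had a Pearson r of 0.85 (exact permutation test of 720 pairings, two-sided p = 0.0111). Spearman's rho was 0.89 (exact permutation test, two-sided p = 0.0333). PC1 and PC2 made 2 relations, and with Benjamini-Hochberg adjustment over them the values for PC1 were 0.0222 for r and 0.0667 for rho. Without Ajuba OE and shAjuba1, the 2 lines farthest from the median AJUBA level, r was 0.98. That value rests on 4 line means, too few to draw a conclusion from. Among the 6 samples numbered replicate 1, r was 0.87 (exact permutation test, two-sided p = 0.00694) and rho 0.94 (exact permutation test, two-sided p = 0.0167). Among the 6 samples numbered replicate 2, r was 0.61 (exact permutation test, two-sided p = 0.231) and rho 0.77 (exact permutation test, two-sided p = 0.103), so the relation did not pass the threshold there. Replicate 3 exists for 4 lines, likewise too few, and no correlation was computed for it. With genes scaled to unit variance, r over the line means was 0.65 (exact permutation test, two-sided p = 0.179).

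**Figure D2:**
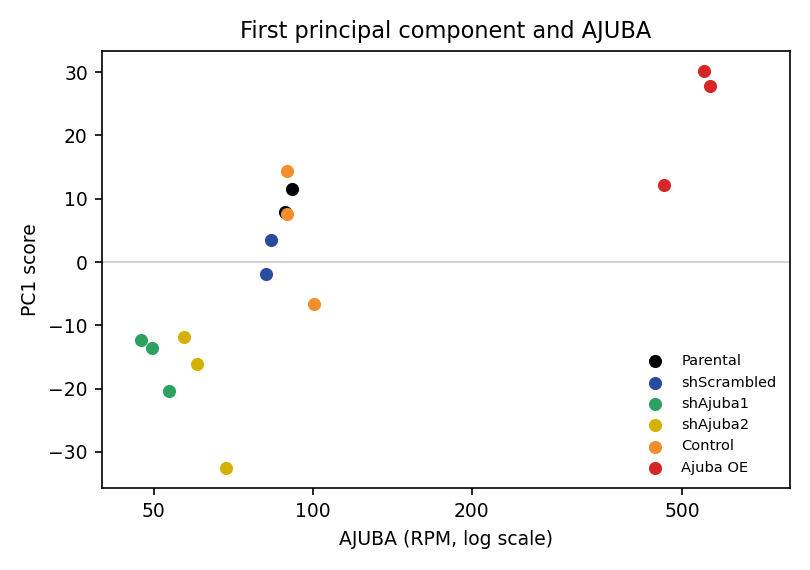
PC1 score of each of the 16 samples against its AJUBA RPM on a log axis, coloured by line. The 3 Ajuba OE samples lie at the upper right, between 12.1 and 30.2 on PC1, and the shAjuba1 and shAjuba2 samples at the lower left.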

The second principle component (PC 2) mainly shows the differences between shAjuba1 and shAjuba2 (Figure 3A). 

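The mean PC2 score was 23.9 ± 1.69 (SD, n = 3) in shAjuba1 and -13.4 ± 5.88 (SD, n = 3) in shAjuba2. The shAjuba1 samples lay between 22.8 and 25.8 and the shAjuba2 samples between -19.7 and -8.00, with the other 4 lines between them or within the range of shAjuba2. Parental had a mean of 1.26 ± 0.873 (SD, n = 2), shScrambled -8.64 ± 0.722 (SD, n = 2), Control -7.96 ± 3.13 (SD, n = 3) and Ajuba OE 2.33 ± 3.89 (SD, n = 3). Over the 6 line means, PC2 and log2 AJUBA RPM had an r of -0.07 (exact permutation test, two-sided p = 0.919) and a rho of 0.09 (exact permutation test, two-sided p = 0.919). When shAjuba1 was compared with shAjuba2 directly, 4232 of 21600 genes were DEG by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2045 higher and 2187 lower in shAjuba1. With the replicate number as a block 2937 genes were DEG, 1443 higher and 1494 lower, and 2887 of them were also DEG without the block. The mean correlation of same-numbered replicates was -0.0055.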

We next assessed the number of statistically significant differentially expressed genes (DEG) in the KD and OE lines compared to their respective controls. ShAjuba1 had the highest number of DEG that were both up and down regulated (Figure 3B). 

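By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 8103 of 21082 genes were DEG in shAjuba1 against shScrambled, 3839 higher and 4264 lower. In shAjuba2 against shScrambled 1713 of 22446 genes were DEG, 717 higher and 996 lower. In Ajuba OE against Control 1147 of 21140 genes were DEG, 506 higher and 641 lower. Before adjustment, the p-value was under 0.05 for 9893, 5882 and 3928 genes. With the replicate number as a block, 8863 genes were DEG in shAjuba1 (4265 higher and 4598 lower), 5377 in shAjuba2 (2528 higher and 2849 lower) and 5140 in Ajuba OE (2983 higher and 2157 lower). Of these 7710, 1712 and 1146 were also DEG without the block. The block rests on replicates 1 and 2 for shAjuba1 and shAjuba2, whose replicate 3 has no partner in shScrambled. For Ajuba OE it rests on all 3 pairs. Few residual degrees of freedom remain in these fits, so the blocked counts are uncertain. Same-numbered replicates had a mean correlation of -0.0052 in shAjuba1, 0.13 in shAjuba2 and 0.19 in Ajuba OE, where it ranged from -0.049 to 0.5. Apart from leaving out replicates, the block was the alternative that moved the count of DEG most for shAjuba2 and Ajuba OE. For shAjuba1 it was a threshold on the absolute log2 fold change of at least 1, which left 2074 DEG.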

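Across genes, Spearman's correlation of RPM between replicates of a line was 0.945 to 0.955 over 14 pairs, with a median of 0.951. Between samples of different lines it was 0.929 to 0.952 over 106 pairs, with a median of 0.943. The sample nearest to each sample was a replicate of the same line for 15 of the 16 samples, and for replicate 2 of Parental it was replicate 2 of shScrambled. With Pearson's correlation of log2 CPM, after TMM and filterByExpr, the range was 0.986 to 0.994 within lines and 0.959 to 0.989 between lines, and the nearest sample was of the same line for all 16. The log2 fold changes of shAjuba1 and shAjuba2 against shScrambled had a Pearson r of 0.55 across the 20892 genes tested in both. It was 0.52 with the replicate block, for which same-numbered replicates had a mean correlation of -0.0052 in shAjuba1 and 0.13 in shAjuba2. Genes are not independent replicates, so no p-value is given. Both sets of fold changes use the same 2 shScrambled samples. The value of r was 0.13 with Parental as the control of shAjuba2 only, and 0.51 with Parental as the control of both lines.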

A heat map of the gene expression for all significant DEG is displayed; with the technical replicates of each cell line being very similar and with close agreement between DEG expression of shAjuba1 and shAjuba2 (Figure 3C). In order to gain mechanistic insight into the effect of Ajuba KD and OE from the obtained DEG lists we performed a pathway enrichment analysis using Metascape. We identified the families of pathways that had the highest scoring adjusted *p*-values for the two KD and OE cell lines compared with their controls and showed the 20 highest scoring families of pathways (Figure 3D and Figure S2A,B). 

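Metascape and its pathway families were not used here. In their place, 14 lists of well-known genes were written before the data were examined and tested with limma's camera (two-sided, inter-gene correlation of 0.01, Benjamini-Hochberg adjustment over the lists of a comparison). The log2 fold change of a gene in these lists is the difference of its mean log2 CPM. In shAjuba1 the genes of cholesterol biosynthesis were lower, with a median log2 fold change of -0.63 over 24 genes (adjusted p = 1.42e-07 from limma's camera, and 1.29e-06 with the replicate block), and 1 gene was higher. No other list passed the threshold in shAjuba1. In shAjuba2 the same list had a median of -0.39 (adjusted p = 0.00892 from limma's camera, 0.00936 with the block) with 3 genes higher. The list for intestinal epithelial differentiation had a median of -0.12 over 28 genes (adjusted p = 0.0292 from limma's camera, 0.0120 with the block) with 9 genes higher. The cytosolic ribosomal proteins had a median of -0.50 over 78 genes (adjusted p = 6.00e-05 from limma's camera, 2.56e-13 with the block) with 1 gene higher. Without replicate 2 of shAjuba2, 0 lists passed the threshold in that line. In Ajuba OE 5 lists passed the threshold, and 4 of the 10 splits of the 6 samples into groups of 3 gave as many or more. The median log2 fold change was 0.20 for cholesterol biosynthesis (adjusted p = 0.00668 from limma's camera, 7.67e-04 with the block; 23 of 24 genes higher) and 0.25 for intestinal epithelial differentiation (adjusted p = 0.0199, 0.0463 with the block; 17 of 27 genes higher). It was -0.47 for the targets of YAP and TAZ (adjusted p = 1.46e-08 from limma's camera, 3.00e-06 with the block; 3 of 22 genes higher). The aldehyde dehydrogenase genes had 0.18 (adjusted p = 0.0291 from limma's camera, 0.0379 with the block; 10 of 15 genes higher). The cytosolic ribosomal proteins had 0.35 (adjusted p = 4.48e-06 from limma's camera, 6.78e-17 with the block; 78 of 78 genes higher). With Parental as the control, the ribosomal protein list in Ajuba OE had the opposite direction (adjusted p = 0.037 from limma's camera). The medians of the cholesterol and aldehyde dehydrogenase lists were then slightly negative, and neither list passed the threshold. Intestinal epithelial differentiation did not pass with Parental either, whereas the targets of YAP and TAZ were still lower (adjusted p = 2.59e-06 from limma's camera). The lists for Wnt signalling, cell adhesion, and cell cycle and proliferation did not pass the threshold, with adjusted p from limma's camera of 0.844, 0.165 and 0.208 in shAjuba1, 0.866, 0.0912 and 0.361 in shAjuba2, and 0.160, 0.566 and 0.566 in Ajuba OE. Fisher's exact test of the share of DEG in a list, which ignores direction, was added after the data were examined. By that test cell adhesion passed in shAjuba1 and Ajuba OE, and Wnt signalling in shAjuba2 and Ajuba OE. Cell cycle and proliferation passed in shAjuba1, where 11 of the 14 lists did. The same-numbered replicates behind the block had a mean correlation of -0.0052 in shAjuba1, 0.13 in shAjuba2 and 0.19 in Ajuba OE. With the inter-gene correlation estimated from each list, 0 lists passed the threshold in each of the 3 comparisons.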

Pathways involved in the regulation of cell differentiation, cell adhesion, Wnt signalling and epithelial cell proliferation were significantly altered by modulating Ajuba expression.

### 2.4. Pathway Enrichment Analysis Using Common DEG from the Ajuba KD Cell Lines Showed Ajuba Involvement in Cell Adhesion, Cell Differentiation and Proliferation

There were more DEG with loss of Ajuba then with gain of Ajuba expression. Therefore, we decided to conduct further analysis of the RNA sequencing data comparing the two Ajuba KD cell lines shAjuba1 and shAjuba2. 

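With an absolute log2 fold change of at least 1 as a further condition on edgeR's test, 976 genes were DEG in shAjuba2 (408 higher and 568 lower) and 549 in Ajuba OE (168 higher and 381 lower). In shAjuba1 881 of the DEG passing that condition were higher and 1193 lower. The DEG of Ajuba OE were 5.43% of the genes tested, with a median absolute log2 fold change of 0.97. With DESeq2 on the 2 groups of each comparison, 6730 genes were DEG in shAjuba1, 2293 in shAjuba2 and 1573 in Ajuba OE. With counts thinned at random to the smallest of the 16 libraries, edgeR's test gave 7585, 1495 and 970 DEG. Under the replicate block, however, shAjuba2 and Ajuba OE had nearly the same number, 5377 from 2 pairs and 5140 from 3 pairs of replicates, with mean correlations of same-numbered replicates of 0.13 and 0.19. The difference between the knockdown and overexpression counts was not itself tested, and the comparisons have 3 against 2 and 3 against 3 samples. As the blocked fits keep few residual degrees of freedom, their near-equal counts do not show that the lines changed to the same extent.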

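DEG made up 38.4% of the genes tested in shAjuba1 and 7.63% in shAjuba2. Their median absolute log2 fold change was 0.61 in shAjuba1 and 1.09 in shAjuba2. With each replicate of the knockdown line left out in turn, the number of DEG was 6504 to 9695 in shAjuba1 and 492 to 4983 in shAjuba2. The highest number in shAjuba2 came without replicate 2. AJUBA RPM was lower in each shAjuba1 sample than in each shAjuba2 sample, with a difference of means of -11.9 (exact permutation test of 20 arrangements, two-sided p = 0.1, the smallest that 3 against 3 samples allow).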

There were more DEG in shAjuba1 than shAjuba2 (4927 versus 1337), consistent with the lower expression of Ajuba in shAjuba1. There were 836 DEG in common for both shAjuba1 and shAjuba2 (Figure 4A). 

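Of the 20892 genes tested in both knockdown lines, 1219 were DEG in both, where 626.2 are expected if the lists were independent. The odds ratio was 5.39 (one-sided Fisher's exact test, p = 7.55e-212). Under the replicate block 3025 genes were DEG in both, against 2165 expected, with an odds ratio of 2.46 (one-sided Fisher's exact test, p = 2.93e-170) and mean correlations of same-numbered replicates of -0.0052 and 0.13. Genes are not independent, and both lists use the same shScrambled samples. When Parental was the control of shAjuba2 only, 945 genes were DEG in both, and with Parental as the control of both lines 1127.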

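Of the genes that were DEG in both knockdown lines, 409 were higher and 702 lower in both. With a gene symbol there were 1025, of which 1022 had every knockdown sample on the same side of every shScrambled sample. The genes below are the first 2 of those higher and the first 2 of those lower, ranked within each direction by the larger of their adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. AMOTL1 (ENSG00000166025, chromosome 11, 94706431 to 94876748) had 22.2 ± 2.07 RPM (SD, n = 2) in shScrambled, 96.0 ± 3.29 (SD, n = 3) in shAjuba1 and 127.5 ± 3.42 (SD, n = 3) in shAjuba2. Its log2 fold change was 2.10 (standard error 0.0966, edgeR adjusted p = 1.34e-08) and 2.48 (standard error 0.133, edgeR adjusted p = 4.10e-04), and with the replicate block 2.10 and 2.46. Parental had 51.4 RPM, so that against Parental the log2 fold changes were 0.88 and 1.25. LINC02700 (ENSG00000255666, chromosome 11, 94638045 to 94652884) is a long non-coding RNA beside AMOTL1. It had a log2 fold change of 2.15 (edgeR adjusted p = 6.40e-08) and 2.84 (edgeR adjusted p = 5.02e-04), or 0.57 and 1.25 against Parental. It overlaps other annotated non-coding RNAs on its own strand, so its counts are uncertain. PCDH19 (ENSG00000165194, chromosome X, 100291644 to 100410273) had 12.5 RPM in shScrambled and a log2 fold change of -2.90 (edgeR adjusted p = 1.32e-08) in shAjuba1 and -5.94 (edgeR adjusted p = 1.15e-04) in shAjuba2. It had 4.53 RPM in Parental and 0.279 in Control. COLCA1 (ENSG00000196167, chromosome 11, 111290787 to 111305498) is a long non-coding RNA that overlaps POU2AF3 on the other strand. It had 47.6 RPM in shScrambled, 4.19 in shAjuba1, 1.05 in shAjuba2 and 1.79 in Control, so that it was also low in a line without knockdown. COLCA1 had a log2 fold change of -3.53 (edgeR adjusted p = 2.02e-09) and -5.55 (edgeR adjusted p = 2.89e-04), and -2.41 and -4.44 against Parental. With the block, the log2 fold changes in shAjuba1 and shAjuba2 were 2.15 and 2.93 for LINC02700, -2.91 and -5.86 for PCDH19, and -3.47 and -5.34 for COLCA1, with mean correlations of same-numbered replicates of -0.0052 and 0.13.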

Expression of the 836 genes that intersect are displayed in Figure 4B, with the yellow bar on the left of the heat map indicating all the genes upregulated in both shAjuba1 and shAjuba2, and the black bar indicating all the genes downregulated in both. The purple bar corresponds to genes with the opposite regulation. 

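There were 108 DEG of both knockdown lines with opposite directions. There were 375 with the replicate block, and same-numbered replicates had a mean correlation of -0.0052 in shAjuba1 and 0.13 in shAjuba2.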

As most of the common DEG followed the same trend in both of the Ajuba KD cell lines, we can assume that they are similarly affected by the loss of Ajuba expression. 

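The same direction was found for 91.1% of the DEG of both knockdown lines (95% exact Clopper-Pearson interval 89.4% to 92.7%, for counting error only). It was 87.6% with the replicate block, at mean correlations of same-numbered replicates of -0.0052 and 0.13. With Parental as the control of shAjuba2, so that the lines no longer shared control samples, the share was 63.0%, and with Parental as the control of both lines 87.5%. Of the 1111 DEG with the same direction, 697 also differed between Parental and shScrambled in that direction. That comparison uses the same shScrambled samples, whose noise alone can make directions agree. From the trend shared by most of its own common DEG, the paper assumes that the loss of Ajuba affects both lines in a similar way (Figure 4B).

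**Figure D3:**
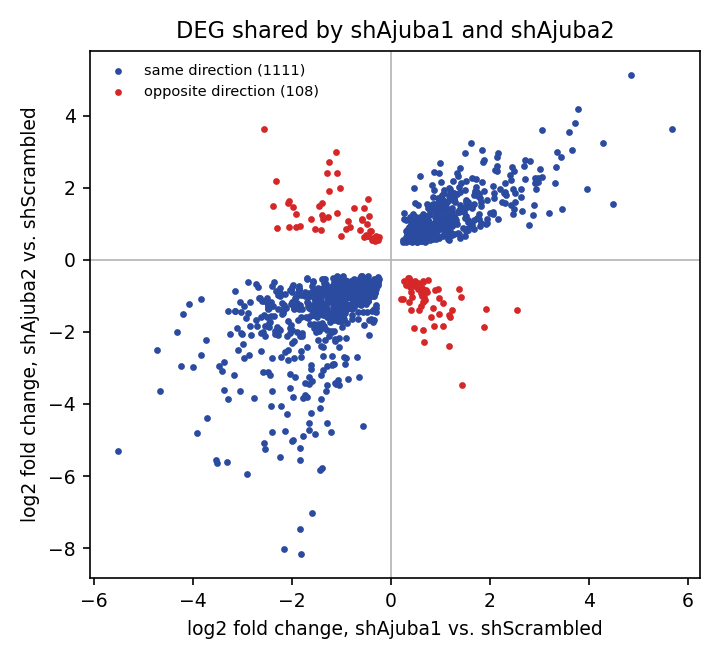
Genes that were DEG in both knockdown lines against shScrambled, with the log2 fold change of shAjuba1 and of shAjuba2 on the axes. The 409 genes higher in both and the 702 lower in both fill the quadrants of equal sign, and 108 genes lie in the others.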

To gain mechanistic insight into the DEG affected by loss of Ajuba expression, an enrichment analysis of DEG in shAjuba1 and DEG in shAjuba2 using the multiple gene list function on Metascape was done and displayed in a Circos plot. In addition to the overlap of DEG (purple lines), we also observed the genes that are not identical but are part of the same pathways (blue lines) indicating a strong functional overlap in both KD lines (Figure 4C). To further assess the functional overlap, the commonly affected pathways from the DEG of shAjuba1 and shAjuba2 were displayed in a heat map. Using multiple genes lists of shAjuba1 and shAjuba2, the 20 families of pathways that had the highest scoring adjusted p-values that are common in shAjuba1 and shAjuba2 are displayed. Some of the pathways affected by loss of Ajuba expression were regulation of cell adhesion, extracellular structure organization, cell differentiation, Wnt signalling and proliferation (Figure 4D). Those pathways were also found among the highest scoring pathways dysregulated in Ajuba OE cells (Figure S3A).

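The share of DEG in each of the 14 hand-written lists was compared with that of all genes tested by Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over the lists of a comparison. Fisher's test was added after the data were examined. It passed the threshold for 11 of the 14 lists in shAjuba1 and for 3 in shAjuba2. All DEG entered the test, whereas the paper limited its enrichment of shAjuba1 to the top DEG by p-value. The paper's joint lists had stricter thresholds, so these numbers of lists cannot be set against its pathways. Some lists that passed in shAjuba1 lie outside the pathways named in the paper. The list for the type I interferon response, for example, had 84.6% of 39 genes in shAjuba1 (10 higher and 23 lower, adjusted p = 5.34e-08). In shAjuba1 cell adhesion had 80.0% of 45 genes (12 higher and 24 lower, adjusted p = 1.00e-07). Extracellular structure organization had 73.6% of 53 genes (17 higher and 22 lower, adjusted p = 9.87e-07). Intestinal epithelial differentiation had 57.1% of 28 genes (6 higher and 10 lower, adjusted p = 0.0447) and cell cycle and proliferation 52.0% of 50 genes (16 higher and 10 lower, adjusted p = 0.0447). Wnt signalling had 47.0% of 66 genes (14 higher and 17 lower, adjusted p = 0.114). The genes of epithelial-to-mesenchymal transition had 72.4% of 29 genes in shAjuba1 (6 higher and 15 lower, adjusted p = 5.97e-04) and 24.1% of 29 genes in shAjuba2 (3 higher and 4 lower, adjusted p = 0.0243). In shAjuba2 extracellular structure organization had 21.4% of 56 genes (2 higher and 10 lower, adjusted p = 0.0125) and Wnt signalling 17.9% of 67 genes (4 higher and 8 lower, adjusted p = 0.0243). Cell adhesion had 17.8% of 45 genes (3 higher and 5 lower, adjusted p = 0.0529), and differentiation 21.4% of 28 genes (6 lower, adjusted p = 0.0529). Cell cycle and proliferation had 4.00% of 50 genes (adjusted p = 1).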

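In Ajuba OE the same one-sided Fisher's exact test passed the threshold for 8 of the 14 lists. It gave 24.6% DEG among 65 genes of Wnt signalling (9 higher and 7 lower, adjusted p = 1.86e-06). Extracellular structure organization had 20.8% of 53 genes (5 higher and 6 lower, adjusted p = 3.72e-04) and cell adhesion 18.2% of 44 genes (5 higher and 3 lower, adjusted p = 0.00529). The genes of epithelial-to-mesenchymal transition had 37.0% of 27 genes (4 higher and 6 lower, adjusted p = 3.59e-06). Intestinal epithelial differentiation had 11.1% of 27 genes (3 higher, adjusted p = 0.278), and no gene of the cell cycle and proliferation list was DEG (adjusted p = 1).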

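Between Ajuba OE and shAjuba1, 736 genes were DEG in both, of which 329 (44.7%) moved in opposite directions, 134 higher and 195 lower in Ajuba OE (Fisher's exact test of direction against direction, two-sided p = 0.00290). More of these genes therefore moved the same way than the opposite way. With an absolute log2 fold change of at least 1, the share was 50.9% (two-sided Fisher's exact test, p = 0.762). Between Ajuba OE and shAjuba2, 279 of 350 genes (79.7%) moved in opposite directions (two-sided Fisher's exact test, p = 1.13e-28), and with Parental in place of each control 216 of 397. The shares with the replicate block were 40.7% of 2901 genes and 78.9% of 1856 genes, with a mean correlation of same-numbered replicates of 0.19 in Ajuba OE, -0.0052 in shAjuba1 and 0.13 in shAjuba2. The difference between the knockdown lines in these shares was not tested. As genes are not independent replicates, the p-values of Fisher's test may overstate how certain these shares are. In all 3 comparisons 205 genes were DEG with the knockdown lines in one direction, and 148 of them moved the other way in Ajuba OE. AMOTL1 was at 26.6 RPM in Control and 1.37 ± 0.47 (SD, n = 3) in Ajuba OE, a log2 fold change of -4.23 (adjusted p = 1.35e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and -4.25 with the block. LINC02700 had a log2 fold change of -4.66 in Ajuba OE (edgeR adjusted p = 8.31e-05), -4.68 with the block. CDH11 (ENSG00000140937, chromosome 16, 64943753 to 65126112) had log2 fold changes of 2.32 in shAjuba1 (edgeR adjusted p = 1.10e-08), 1.80 in shAjuba2 (edgeR adjusted p = 0.00105) and -3.16 in Ajuba OE (edgeR adjusted p = 4.26e-05), and 2.39, 1.78 and -3.16 with the block. It had 67.7 RPM in Parental and 30.1 in shScrambled, so that against Parental the log2 fold changes were 1.14, 0.62 and -4.07.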

### 2.5. Mass Cytometry Analysis of Ajuba KD Reveals Differential Expression of Cancer Associated Proteins

We next assessed the effect of Ajuba loss on the expression on a panel of proteins commonly associated with signaling pathways dysregulated in cancer. We employed CyTOF single cell proteomics to compare the expression of markers for metastasis, cancer stem cells and markers involved in tumor development and progression in the KD and control cells [16]. Dimensionality reduction with *t*-SNE reveals shAjuba1, shAjuba2 and the shScrambled control clustered within one sphere as they are all modified from the same parental line and show similar target expression. Nevertheless, we could observe separation of each cell line within the sphere (Figure 5A). The control localized to the right side, whereas shAjuba2 clustered in the center and shAjuba1 formed several islands in the plot. Overall the number of differentially expressed proteins from this panel was low (Figure S4A). Among them was the differential expression of phosphorylated ribosomal protein S6 (pS6), an AKT effector, situated down stream of PI3 signaling pathway and known to be involved in proliferation and initiation of translation. pS6 was found to be highly expressed in the shScrambled cells (Figure 5B and Figure S4C). EPHA2 expression was elevated in shAjuba1 (Figure 5C and Figure S4D) and EGFR expression was elevated in shAjuba2 (Figure 5E and Figure S4F). Another interesting finding was to see phosphorylated tumor suppressor TP53 (pp53) expressed more in the KD cell lines (Figure 5D and Figure S4E). 

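The RNA of 3 of the proteins was compared in shScrambled (n = 2), shAjuba1 (n = 3) and shAjuba2 (n = 3), with the adjusted p-values from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A phosphorylated form measured by CyTOF has no RNA of its own, so RPS6 stands for pS6. RPS6 (ENSG00000137154, chromosome 9, 19375715 to 19380236) had 557.8 ± 38.5 RPM (SD) in shScrambled, 536.8 ± 26.2 in shAjuba1 and 401.1 ± 223.1 in shAjuba2, where the samples ranged from 145.3 to 555.2. Its log2 fold change was -0.07 (standard error 0.0896, adjusted p = 0.572 from edgeR) and -0.53 (standard error 0.460, adjusted p = 0.505 from edgeR), and with the block -0.05 (adjusted p = 0.734) and -1.09 (adjusted p = 0.0207). Without replicate 2 of shAjuba2 the log2 fold change was -0.14, and against Parental RPS6 in shAjuba1 had -0.46 (adjusted p = 0.00806 from edgeR). RPS6 has processed copies in the genome, so its counts are uncertain. EPHA2 (ENSG00000142627, chromosome 1, 16124337 to 16156069) had 174.9 ± 19.8, 313.7 ± 26.3 and 278.7 ± 28.8 RPM in the 3 lines. EPHA2 had a log2 fold change of 0.83 (standard error 0.0967, adjusted p = 2.80e-05 from edgeR) and 0.63 (standard error 0.156, adjusted p = 0.0527 from edgeR), and with the block 0.77 (adjusted p = 1.02e-15) and 0.67 (adjusted p = 0.00679). EGFR (ENSG00000146648, chromosome 7, 55019017 to 55211628) had 123.4 ± 7.88, 158.1 ± 1.91 and 167.4 ± 2.39 RPM. Its log2 fold change was 0.34 (standard error 0.0777, adjusted p = 0.00390 from edgeR) and 0.39 (standard error 0.121, adjusted p = 0.0908 from edgeR), and with the block 0.36 (adjusted p = 9.79e-05) and 0.39 (adjusted p = 0.0512). The block values rest on replicates 1 and 2, since replicate 3 of the knockdown lines has no partner. For RPS6 in shAjuba2 they leave out a sample with a high value. Few residual degrees of freedom remain, so the blocked p-values lean on the dispersion pooled over genes. Same-numbered replicates had a mean correlation of -0.0052 in shAjuba1 and 0.13 in shAjuba2. For EPHA2 and EGFR every knockdown sample was above both shScrambled samples. Against Parental, EGFR in shAjuba1 had a log2 fold change of 0.10 (adjusted p = 0.284 from edgeR). Divided by the highest of the 3 line means, as in the paper's bar plots, the values in shScrambled, shAjuba1 and shAjuba2 were 1, 0.962 and 0.719 for RPS6, 0.558, 1 and 0.889 for EPHA2, and 0.737, 0.944 and 1 for EGFR.

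**Figure D4:**
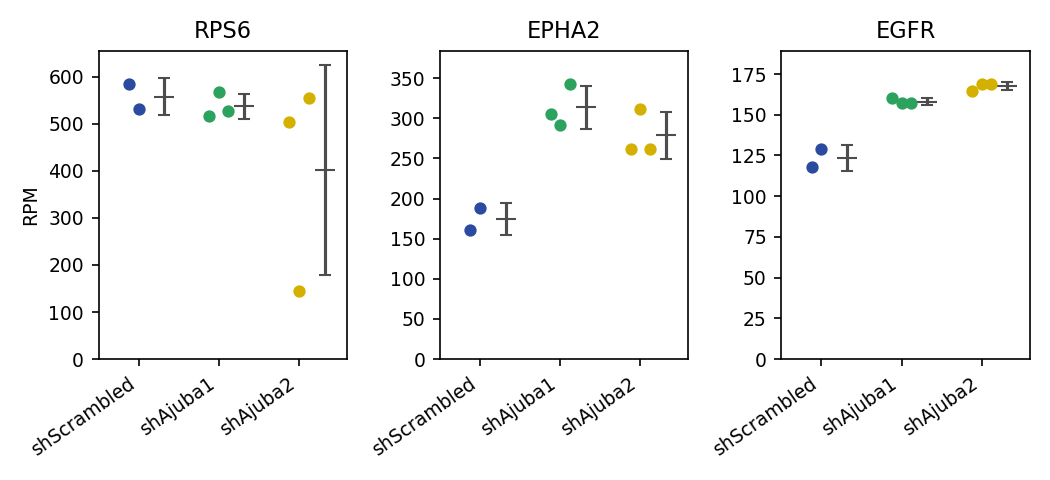
RPM of RPS6, EPHA2 and EGFR in shScrambled, shAjuba1 and shAjuba2, one point per sample, with the mean and SD beside the points. One shAjuba2 sample of RPS6 lies at 145.3, apart from the other samples of that line.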

The significantly altered proteins supported by RNA are displayed in bar plots of the normalized values from the RNA-seq and CyTOF data (Figure 5F–I). Correlation between RNA and protein for all other proteins in the CyTOF panel are displayed in Figures S5–S7.

### 2.6. Ajuba KD Reduces Cell Migration, Colony Formation and Metastatic Tumor Burden in Rag2−/−Gamma(c) Mice

To confirm our transcriptomic and proteomic findings that loss of Ajuba influences cell adhesion, differentiation and proliferation, we performed several biological assays in vitro and in vivo. We assessed proliferation in Ajuba KD cell lines using an MTT assay. Proliferation was significantly decreased in shAjuba1 cells whereas there was no effect in shAjuba2 cells (Figure 6A). We observed a significant decrease in colony formation after Ajuba KD in both shAjuba1 and shAjuba2 cell lines (Figure 6B and Figure S8). Furthermore, migration assay, revealed that there was a significant decrease in migration distance of shAjuba1, whereas no significant difference was observed in shAjuba2 (Figure 6C). We tested the response of the cell lines to irradiation and found that both Ajuba KD cell lines were more sensitive to irradiation compared to the control (Figure 6D).

To investigate whether loss of Ajuba expression influences cellular differentiation, we measured the stem cell marker aldehyde dehydrogenase (ALDH). In both Ajuba KD cell lines there were fewer ALDH positive cells compared to the controls (Figure 6E). To confirm the anticipated effect on metastasis, we injected the modified human SW480 colon cancer cell lines into the spleens of Rag2−/−gamma(c)−/−immunodeficient mice. With the loss of Ajuba expression there was a significant decreased tumor burden evident by fewer and smaller metastatic liver tumors (Figure 6G). This was observed directly by gross histology, counting the tumors and measuring the liver to body rate ratio (Figure 6F). Taken together our data indicate that Ajuba promotes proliferation, colony formation, migration and stem cell features in colon cancer cells. We also confirmed Ajuba promotes metastasis by a decreased tumor burden coinciding with loss of Ajuba expression in an in vivo mouse model of colon cancer metastasis to the liver.

## 3. Discussion

Using high-throughput sequencing, we provide a genome wide description of how Ajuba may be involved in pathways essential for colon cancer growth and potential for metastasis. Throughout our study, we observed stronger changes with the shRNA lentiviral construct targeting the coding region of Ajuba (shAjuba1) compared to the one targeting the non-coding region (shAjuba2). 

The differences between the two constructs was evidenced with data describing Ajuba mRNA and protein expression, outcomes in biological assays, and transcriptional changes. With RNA-seq we observed that with the more efficient KD there were a greater number of DEGs and both KD lines had significant overlap between the DEG. However, the same DEGs were not always affected in the two conditions, but many were involved in the same pathways, capturing different parts of the same biological process, thereby demonstrating robustness in the pathways identified.

Comparing the OE cell line with its control showed only few DEG. This may be explained by the fact that the parental SW480 cell line already expresses high amounts of Ajuba. Interestingly, the pathway enrichment analysis of both KD and OE lines identified similar pathways affected by altering Ajuba expression, thus strongly supporting its role in these processes. The main branches of pathways identified were proliferation, cell differentiation and epithelial-to-mesenchymal transition (EMT) which are all pathways known to be important in cancer development and metastasis. Proliferation pathways includes pathways such as epithelial cell proliferation, Wnt signaling and MAPK cascade. This coincides with a previous report that Ajuba is an important regulator of the Wnt signaling pathway [17]. In addition, there are numerous reports that Ajuba is involved in the regulation of the Hippo pathway, a signaling cascade that inhibits proliferation and promotes apoptosis and is often found to be dysregulated in cancer [5,18,19]. Finally, the cell differentiation pathways such as negative regulation of cell differentiation and epithelial cell differentiation are also well known to be dysregulated in cancer. EMT pathways include activities such as actin filament-based processes, cell projection morphogenesis, regulation of cell adhesion and wounding. Ajuba has been found to be involved in EMT and cell adhesion, a process crucial for migration and metastasis formation of tumors [8,19,20,21,22,23,24]. During EMT, cancer cells acquire more stem cell features, for example, they lose markers of differentiation and they tend to become more mobile and invasive [25]. And finally, to assess the role of Ajuba in differentiation we measured the stem cell marker ALDH [26]. We found that cells with lower Ajuba expression have fewer ALDH positive cells. This is in agreement with Lang et al. demonstrating that high NFATC2 expression enhances YAP activity and promotes stemness via upregulation of Ajuba [13].

We also investigated the effect of Ajuba KD using a single cell proteomics approach with CyTOF [16]. The *t*-SNE plots clustered according to antigen expression show a slight shift between the different samples. Many of the targets were not remarkably regulated however, the proteins that were differentially regulated were p53, pS6, EPHA2 and EGFR and correlated with the RNA sequencing results further supporting the involvement of Ajuba in these pathways. In agreement with Kalan et al., we observed that pp.53 was increased in KD cell lines [27,28]. Ribosomal protein S6 (S6) was decreased in KD cell lines. S6 is a major substrate of different protein kinases in the ribosome such as ribosomal protein S6 kinase (S6K) [29]. S6K acts downstream in the PI3 kinase pathway and its phosphorylation induces protein synthesis at the ribosome and thereby controls cell growth, proliferation and survival [30]. This supports the pathway analysis of the RNA-seq data as well as the cell proliferation biological assay that decreased Ajuba expression decreases cell proliferation. This finding however could only be shown in the more efficient KD shAjuba1 and no significant decrease of proliferation rate could be observed in shAjuba2. We hypothesized, that the remaining Ajuba expression was sufficient to maintain cell proliferation. The two receptors EPHA2 and EGFR are reported to be increased in CRC patients and have a critical role in oncogenic signaling [31,32,33]. The canonical function of EPHA2 is to inhibit cancer proliferation as well as motility whereas the non-canonical pathway EPHA2 promotes tumor survival and metastasis and drives the cells to be more dedifferentiated [34]. Another role of EPHA2 was investigated by Dohn et al. who found EPHA2 protein to be regulated by TP53 and to induce apoptosis [35]. EPHA2 was elevated in shAjuba1 cells supporting its potential role in the canonical function of EPHA2.

EGFR protects cancer cells from apoptosis, facilitate invasion and promote angiogenesis [36,37,38]. Surprisingly, we observed more EGFR in shAjuba2 cells then its control which is not congruent with our biological assays in which cells with loss of Ajuba expression have decreased migration capacities. The increase of EGFR might be due to a compensatory reaction of the cells.

Our findings agree with the current state of literature describing Ajuba as pro-proliferative in colorectal cancer [8,9,21,39]. We can state that only Ajuba and not its closely related LIM domain family members WTIP and LIMD1 are significantly increased in colon cancer compared to adjacent non-tumor tissues [8]. We demonstrate that tumor samples of CRC metastasis from the liver were highly proliferative, as shown by Ki-67 staining, and Ajuba was highly expressed in the actively proliferating cells. Nevertheless, others report Ajuba to be anti-proliferative in other cancers such as malignant mesothelioma and HCC [10,40]. The diverse functions of Ajuba are defined by its cellular localization. In the cytoplasm, the role of Ajuba is to stabilize cell junctions [41], centrosome formation [42] and to repress the Hippo Signaling pathway [5,18,19]. We also observed focal points of Ajuba in the nucleus of colon cancer cells suggesting a nuclear role of Ajuba, supporting it reported function as a transcription factor [22,24,43,44]. Ajuba does contain a nuclear export sequence and therefore can be shuttled between the nucleus and the cytoplasm [1,4,45,46]. In the nucleus, Ajuba can interact with the transcription factor SNAIL to repress E-cadherin gene expression and epithelial-to-mesenchymal transition [22,43].

In summary, Ajuba was found to be highly expressed in colorectal tumors. Its knockdown led to decreased cell proliferation, migration and colony formation and to a decreased tumor burden in a model colon cancer metastasis to the liver. Taken together, our data demonstrates the crucial role of Ajuba in driving colon cancer proliferation and its dissemination.

## 4. Materials and Methods

### 4.1. Cell Lines

Human colorectal cancer cell lines (SW480™, SW620™ and HCT-116™) were purchased from ATCC. SW480 and HCT116 are primary colon adenocarcinoma cell lines. SW480 has been classified as classified as Dukes’ B meaning that the cancer has grown through the muscle layer of the bowel. SW620 is a colon adenocarcinoma cell line isolated form a lymph node to which the primary tumor metastasized. It has been isolated from the same patient as SW480 after one year and was classified as Dukes’ C meaning that the cancer has spread to at least 1 lymph node. The cells were cultured in Dulbecco’s Modified Eagle’s Medium GlutaMAX (with 10% FBS, 100 μg/mL penicillin/streptomycin (Life Technology, Carlsbad, CA, USA) at 37 °C in a humidified incubator with 5% CO_2_. All lines have been tested and are negative for mycoplasma contamination using PCR Mycoplasma Test Kit).

### 4.2. Clinical Samples

Primary human colon tissues and CRC tumor metastases from liver were obtained from patients of the University Hospital Bern (Inselspital, Bern, Switzerland). Informed consent was obtained prior to surgery in compliance with the local ethics regulations and under approval of local ethics commission (Project-ID Nr. 2019-00157).

### 4.3. Public Data Acquisition

On the 24th of September 2019, colon cancer RNA-seq expression (counts) and survival data was downloaded from The Cancer Genome Atlas [47] specifying Primary site = Colon and Projects = TCGA-COAD.

### 4.4. Differential Expression

Differentially expressed genes from RNA-seq samples were computed with the R package DESeq2 [48]. Genes with adjusted *p*-value < 0.05 were considered statistically significant. TCGA: Primary Tumors (*n* = 471) were compared with Healthy Tissue Sample (Adjacent non-tumor tissue n = 41). For colon cancer cell lines we compared shScrambled (*n* = 2) with shAjuba1 (*n* = 3), shScrambled with shAjuba2 (*n* = 3) and Control (*n* = 3) with Ajuba OE (*n* = 3). 2 samples were discarded due to metastatic and recurrent tumors (2).

### 4.5. Survival Analysis

The survival curves were calculated with the R function survfit from the R package survival [49] with the formula Surv (time, vitalstatus)~categorie and plotted with the R function ggkm from the R package ggkm [50] with options pval = T). For patients with more than one tumor, the gene expression of the multiple tumors were averaged. The data was separated in high expression (top 20%) and low expression (bottom 80%). Using interactive tools on publicly available data visualization tools such as the Human protein Atlas the effect of different cutoff threshold can also be tested. Three samples were discarded due to missing clinical information (2) and missing days of follow up information (1).

### 4.6. Western Blot

Total protein extraction was performed using RIPA cell lysis buffer (10 mM Tris with pH 8, 1 mM EDTA pH 8, 150 mM NaCl, 0.5% NP40) with addition of protease inhibitors (1 mM NaF, 10 mM NaVO_3_, 1 mM PMSD, 1X protease inhibitor cocktail—P1860, Sigma, (St. Louis, MO, USA). The cell lysates were sonicated (Sonopuls, Bandelin, Berlin, Germany) then centrifuged. Snap frozen tissue pieces were dissociated using a TissueLyser (Qiagen, Hilden, Germany) for 2 min at 20 Hz in RIPA buffer. The protein lysate concentrations were determined with the Bio-Rad Protein Assay System (Bio-Rad, Hercules, CA, USA) as described by the manufacturer. Equal amounts of proteins were separated by SDS–PAGE and transferred onto a nitrocellulose membrane using the iBlot2 Gel transfer device. The membrane then was blocked in 5% non-fat dry milk dissolved in PBS for 1 h followed by incubation with the primary antibody overnight at 4 °C. After incubation with the HRP conjugated secondary antibody, chemiluminescent reaction was performed with Western Lightning Plus-ECL from Perkin Elmer ((Waltham, MA, USA). Membranes were developed using the x-ray film processor Curix 60 (AGFA, Mortsel, Belgium). The band size was estimated using Page Ruler™ Prestained Protein Ladder (Fermentas, Waltham, MA, USA) and Precision Plus Protein™ DUAL Color Standards (Bio-Rad, Hercules, CA, USA #161-0374). Primary antibodies used were rabbit monoclonal anti-Ajuba (1:1000 dilution, Cell Signalling Danvers, MA, USA) and HRP-conjugated secondary antibodies used were goat anti-rabbit (Dako, Glostrup, Denmark). β-actin-HRP (1:100,000 dilution, Sigma, St. Louis, MO, USA) was used as a loading control.

### 4.7. Quantitative Real-Time Reverse Transcription PCR

Total RNA was isolated from human samples and cell lines using NucleoZOL (Macherey-Nagel, Macherey-Nagel, Dürren, Germany) according to manufacturer’s protocol. The quality and concentration of RNA were measured using Nanodrop 2000 Spectrophotometer Thermo Scientific, Waltham, MA, USA). Five hundred ng of total RNA was used for cDNA synthesis using Omniscript RT Kit 200 (Qiagen, Hilden, Germany). mRNA was analysed by quantitative RT–PCR with TaqMan gene expression assays and reagents according to the standard protocols (Applied Biosystems, Foster City, CA, USA). using specific primers and housekeeping genes 18S FAM as control. We used the TaqMAN ViiA TM 7 Real-time PCR system from Applied BioSystems for the amplification steps and data collection. Log 2-fold changes were computed using the ΔΔCt method. Ct values of target genes (TG) were calculated relative to a reference gene (RG, 18S) using the following formula: ΔCtTG = CtTG − CtRG. Experimental groups (TG) are normalized to control group (CG): ΔΔCt = ΔCtTG − ΔCtCG, and fold increase = 2^−ΔΔCt^.

### 4.8. Lentiviral Transduction

Due to the fact that the Ajuba KO cells were not viable we decided to use shRNA to knockdown and overexpress Ajuba. The CRC cell line SW480 was transduced with two independent shRNAs targeting Ajuba and one lentiviral Ajuba OE construct. All experiments were carried out on cells at 25–50% confluence. Cells were transfected with lentiviral supernatant, containing shRNA targeting Ajuba or Ajuba OE construct in DMEM with 10% FBS. The viral supernatant was added onto the cultured cells in a total volume of 900 μL and incubated for 3 h then centrifuged at 1400 rpm for 5 min, incubated for an additional 3 h, then complete medium was added to a final volume of 2 mL and incubated for 48 h. shRNA lentiviral constructs were purchased from MISSION^©^ ((Sigma, St. Louis, MO, USA).

- Clone shAjuba1: targeting the coding region NM-032876.4-1385s1c1
- Clone shAjuba2: targeting the non-coding region 2URT NM_032876.4-2786s1c1
- Clone shScrambled: pLKO.1-puro Non-Mammalian shRNA control plasmid
- To overexpress Ajuba, SW480 cells were transduced with lentivirus containing an Ajuba overexpressing construct
- Clone Ajuba OE Harvard PlasmID:Phage_CMV_C_FLAG_HA_IRES_PURO

As a control for the Ajuba overexpressing cells, SW480 cells were transduced with the Ajuba overexpressing construct, in which we clonally excised the exogenous Ajuba sequence. Stable cell lines were positively selected using 1.5 μg/mL puromycin (Life Technologies, Carlsbad, CA, USA). The efficiency of the transduction was assessed by real-time qPCR and immunoblot.

### 4.9. Immunofluorescence

Human colon and colon cancer metastases from the liver were OCT preserved and 4μm cryosections were cut. The cryocut sections or cultured CRC cell lines were fixed using 4% paraformaldehyde for 10 min at room temperature. Cells were then permeabilized and blocked with 0.2% Triton-X and 5% goat serum in PBS for 20 min. After that monoclonal Ajuba ab (1:200 dilution, Cell Signalling, Danvers, MA, USA) was used and incubated over night at 4 °C. After three washing steps with PBS, 0.25%BSA and 0.1% Triton-X, secondary antibody (anti-rabbit conjugated to cy5 (1:1000, Life Technologies, Carlsbad, CA, USA), was incubated for 1 h at room temperature. Finally, nuclei were stained with DAPI (1:2000, Cell Signalling, Danvers, MA, USA) for 30 min at room temperature. Immunohistochemistry was imaged using fluorescence microscopy (LCI DMI4000 B, Leica, Wetzlar, Germany).

### 4.10. RNA-Sequencing

RNA was isolated from SW480 cells using the ReliaPrep RNA cell Miniprep System kit (Promega, Madison, WI, USA). The quality and concentration were measured with a 2100 BioAnalyzer (Agilent, Santa Clara, CA, USA). The isolated RNA was then sent for sequencing according to the following parameters: paired-end with reads of 50 bp, TruSeq Stranded mRNA. The RNA was sequenced with a NovaSeq6000 (Illumina, San Diego, CA, USA).

### 4.11. Alignment

FASTQ files were aligned to the human reference genome hg38 with HISAT2 [51]. Resulting sam files were transformed into bam with SAMtools [52]. The reads were counted with the R function featureCounts from the R package Rsubread [53] with options isPairedEnd = TRUE, GTF.featureType = “exon” and GTF.attrType = “gene_id”.

### 4.12. Data Visualization

Data was transformed to reads per million (RPM) for visualization. Principal component analysis was done with the R function prcomp on the log(1+x) transformed data. Heatmaps were done with R function heatmap.2 from the R package gplots [54] with average linkage and Pearson distance; for gene expression, data was scaled from 0 to 1.

### 4.13. Venn Diagram

Venn diagrams were drawn using custom Venn diagrams from Bioinformatics & Evolutionary Genomics web tools [55].

### 4.14. Pathway Enrichment Analysis

Pathway enrichment analysis was performed using Metascape Gene Annotation & Analysis Resource [56]. We used the significantly differentially expressed genes looking at the two Ajuba KD compared with the control, shScrambled and Ajuba OE compared with its control. For shAjuba1 we restricted the enrichment analysis to the top 2500 DEG sorted by *p*-value. For multiple gene lists, we used the Metascape multiple gene list function. The thresholds applied to select for the DEG genes was adjusted *p*-value below 10^−10^ for shAjuba1 and adjusted *p*-value below 0.003 for shAjuba2. The top 20 statistically significant family of pathways, clustered by Metascape, were displayed. The DEG were also displayed as a circos plot in order to show genes that are common or are part of the same pathways. The gene list of the selected pathways were obtained with the R function gconvert from the R package gProfileR2 [57]. And displayed as stackplots showing the fraction of upregulated and downregulated genes, the total number of DEG and the significance of the pathway.

### 4.15. Mass Cytometry by Time-of-Flight (CyTOF)

A total of two million cells per cell line were used for CyTOF analysis. The cells were stained with cisplatin to identify live cells and incubated for 10 min at RT. The samples were then fixed, permeabilized and barcoded using the Pd 20-plex barcoding kit (Fluidigm, San Francisco, CA, USA) according to manufacturer’s protocol. The samples were pooled in one tube and stained with metal-conjugated cell surface antibodies according to previously established titrations, cells were then fixed and permeabilized with the FoxP3 intranuclear staining kit as directed in the kit and intracellularly and intranuclearly stained with the targets in these compartments. Lastly, cells are placed in DNA intercalation solution (iridium in Fix and Perm buffer) overnight at 4 °C. The following morning cells were washed 3 times to remove salts and proteins and acquired on the Helios mass cytometer in Maxpar water containing 4-element beads. A minimum of 150,000 cells per cell line was recorded.

### 4.16. Mass Cytometry Analysis

The raw fcs file was normalized with the R function normalizer_GUI from the R package premessa [58] and debarcoded with the R function debarcoder_GUI from premessa. The resulting files were gated in Cytobank to discard beads, dead cells, pressure spikes over time and doublets. The cleaned files were analyzed with the R as follows: files were first read as a flowFrame object with the package flowCore [59]. To visualize the data, 5000 cells from each sample were randomly selected, their expression was arcsinh transformed, and we performed a *t*-SNE dimensionality reduction the with R function Rtsne from the R package Rtsne [60].

### 4.17. Comparing RNA-Seq with Mass Cytometry Results

In order to compare the mRNA and the protein expression, first we averaged the RPM values of the RNA-seq among the replicantes. Second, we normalized the RPMs values and the arcsinh transformed CyTOF data to range in [0,1] by dividing by the maximum observed value in Scrambled, sh1 and sh2, or equivalently, by applying function f(x) = x/max(x), independently for RNA-seq and CyTOF. The rescaled values where represented in barplots.

### 4.18. Cell Proliferation Assay

Cells were seeded in a 96-well plate at a density of 2000 cells per well in 200 μL of medium. Cells were incubated for at least 4 h to attached to the plate. Every day at the same time, MTT (5 mg of thiazolyl blue dissolved in 5 mL DMEM) was added in one tenth of the original culture volume (20 μL for 200 um plated) in each well (4 wells per time point and condition) and incubated for 1 h. The medium then was discarded and replaced by 200 μL of DMSO. Using an Infinite 2000 (Tecan, Männedorf, Switzerland) the plate was shaken and read at an absorbance of 570 nm.

### 4.19. Colony Formation Assay

One thousand cells per well were platted in 6-well plates and incubated for 7 days. To stop the colony formation, the medium was removed and cells were washed twice with DPBS before being dried. Crystal violet was used to stain the cells (3 g crystal violet, 99.9 mL methanol, 49.9 mL acetic acid) by incubating each well for 30 min at room temperature. The number of colonies were counted using the Colcount (Oxford Optromix, Abingdon, UK).

### 4.20. Migration Assay

Migration distance was assessed using silicon stoppers in a 96-well plate, plated with a density of 50,000 cells in 200 μL medium per well. Cells were plated in quadruplicates and were left to adhere for 6 h with the silicon stoppers. Afterwards, the stoppers were carefully removed and pictures were taken at 0 h and 24 h under 4× magnification using a light microscope. The radius of the silicon stopper area was calculated by measuring the cell free area using ImageJ package. The migration distance was finally computed by calculating the difference in radius at the different time points in micrometres (μm).

### 4.21. Irradiation

In 6-well plates, cells were platted with a density of 1000 cells in 200 uL medium per well. After letting the cells adhere for 6 h, the plates underwent irradiation in a Gammcell 40 (Best Theratronics, Ottawa, Canada) at the following doses: 0, 2, 3, 4, 5, 6 and 8 Grays. Non-irradiated cells were used as a control. The sensitivity after irradiation was assessed by the cells capacity to form colonies as described under Colony formation assay.

### 4.22. ALDH Assay

Two Million cells were seeded into 10 cm diameter dishes and let to adhere overnight. The samples were processed according to protocol using the Aldefluor^TM^ kit from Stemcell Technologies (Vancouver, BC, Canada). The samples were analysed using FACS (LSR II, BD Biosciences, Franklin Lakes, NJ, USA) recording a total number of 10,000 events. Data was analysed and gated using FlowJoTM 10 in order to remove debris, and duplet cells. Finally, gates were set according to the negative control of the cell lines where DEAB was added. The gates are set to contain exactly 3% positive cells in the negative control and gates were kept the same for the same cell line in order to assess the percentage of cells that have shifted from the negative population.

### 4.23. In Vivo Metastases

RAG 2−/−y chain KO mice were injected with 1 million of SW480 cells line either shScrambled, shAjuba1 or shAjuba2 in order to assess metastatic behavior of the different cell lines. All surgical procedures were performed under laminar flow and under sterile conditions using a general anaesthesia with intraperitoneal injection of fentanyl, midazolam and medetomidin. Anesthetized mice were immobilized in a supine position and the abdomen was entered through a midline incision. After exposure of the spleen, the cells were injected in a total volume of 100 μL in PBS directly into the spleen, similarly as previously described by Soares et al. [61]. After injection, a cotton swap was applied of the place of injection for 30 s in order to avoid reflux of the cells. The abdomen was closed with a two-layer running suture. Tumor formation in the spleen and metastatic development the liver, were visually detected at 7 weeks post-operation. Mice were sacrificed using intraperitoneal injection of terminal anaesthesia and organs harvested weighed and photographed. Samples of liver and spleen were snap frozen and paraformaldehyde conserved for further histological, mRNA and protein analysis.

### 4.24. Graphs and Statistical Analysis

R version 3.5.1 was used for displaying and computation of publicly available data, RNA-seq and CyTOF graphs using the R-packages ggplot2 [62]. The graphs and the statistics for qPCR, and in Figure 6 were done by using GraphPad Prism software (San Diego, CA, USA). *p*-values were calculated using an unpaired, two-tailed Student’s *t*-test or two-way ANOVA with no repeated measures and Tukey adjusted for multiple comparison. For all analyses NS denotes *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

### 4.25. Data Availability

All data are available on Genome Expression Omnibus repository with the GEO accession number GSE147111.

## 5. Conclusions

Here, we show that Ajuba expression in colorectal tumors is associated with a significant decrease in patient survival. We give evidence for the role of Ajuba in proliferation, EMT, resistance to therapy and demonstrate the importance of Ajuba in colon cancer metastasis. Taken together, our data suggests Ajuba supports tumor growth and metastasis in CRC and as such, warrants further investigation as a possible biomarker and therapeutic target.

## Figures and Tables

**Figure 1:**
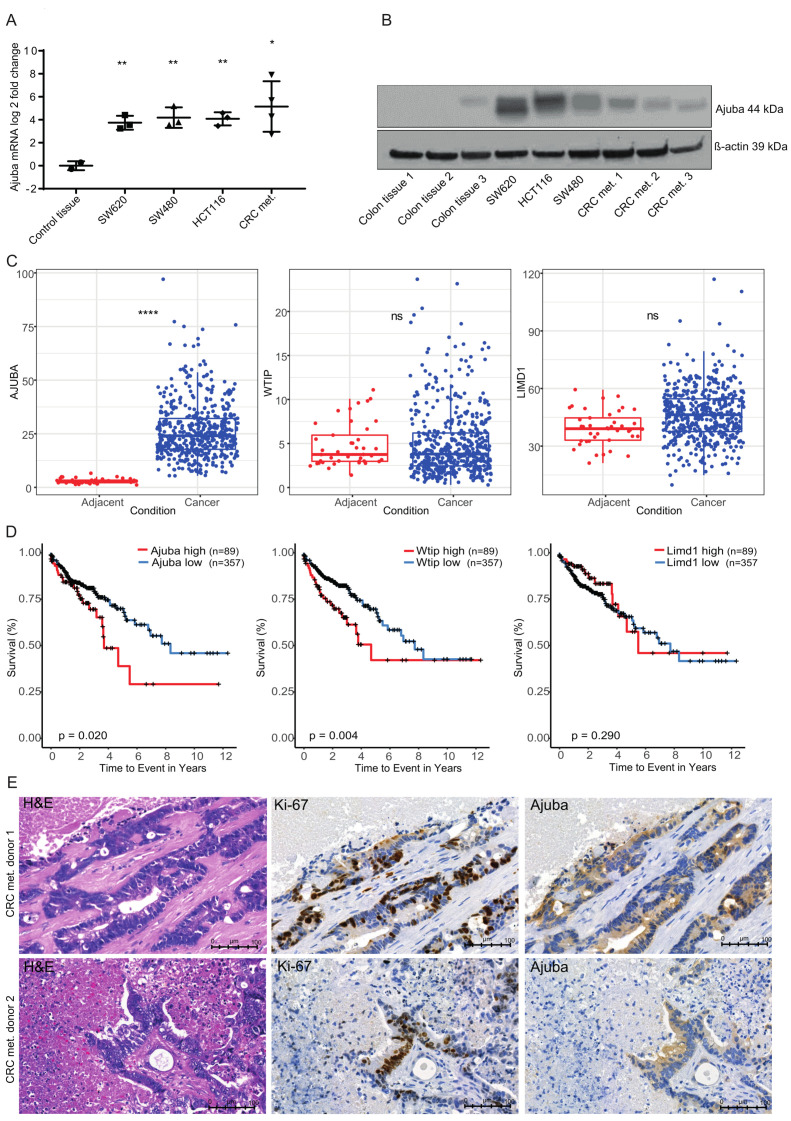
Ajuba expression is increased in human colon cancer cell lines and metastatic tumor tissue. (**A**) Ajuba mRNA expression level measured by RT-qPCR in colon cancer cell lines and human tissue of CRC metastasis in the liver normalized to human control Intestine. Control tissue vs. SW620 = 0.0048, Control tissue vs. SW480 = 0.0093, Control tissue vs. HCT116 = 0.0033, Control vs. CRC metastasis 0.0360. (**B**) Western blot analysis of Ajuba protein in human primary colon, colon cancer cell lines and human tissue of CRC metastasis in liver. (**C**) Ajuba, WTIP and LIMD1 normalized mRNA expression in (471) tumor and adjacent non-tumor tissues (41) from The Cancer Genome Atlas (TCGA). Ajuba vs. control tissue *p* = 7.310 × 10^−176^, WTIP vs. control tissue *p* = 0.570, LIMD1 vs. control tissue *p* = 0.401. (**D**) Kaplan-Meier survival curves used to calculate the colon cancer patient survival according to their Ajuba, WTIP and LIMD1 expression. The data was separated into high expression (top 20% *n* = 89) and low expression (bottom 80% *n* = 357). Increased expression is negatively correlated with survival, Ajuba *p* = 0.020, WTIP *p* = 0.004, LIMD1 p = 0.290. (**E**) Human CRC metastases in the liver from two patients, stained for H&E, Ki-67 and Ajuba. Ajuba is efficiently knocked down and overexpressed using lentiviral transduction. For all analyses NS denotes *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 2:**
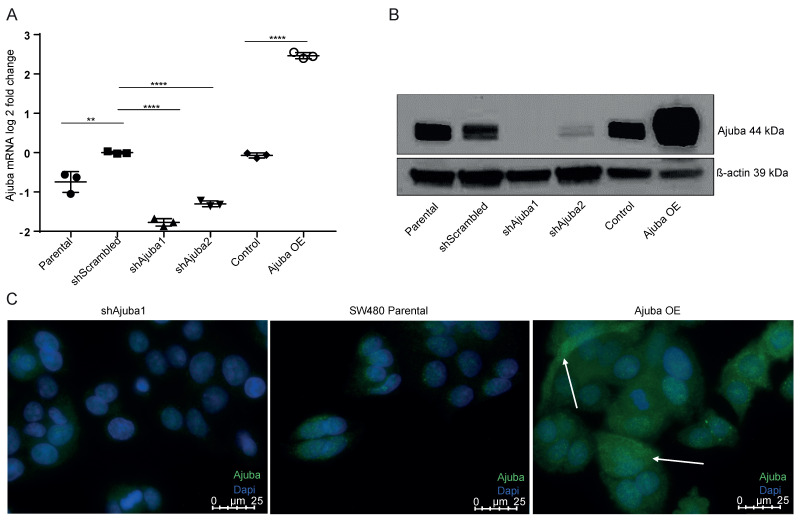
Ajuba was efficiently knocked down and overexpressed using lentiviral transduction. (**A**) Ajuba mRNA expression level measured by RT-qPCR in colon cancer cell line SW480 where Ajuba has been previously transfected with lentivirus (*n* = 3, one representative transfection shown). ShScrambled vs. Parental = 0.0083, shScrambled vs. shAjuba1 ≤ 0.0001, shScrambled vs. shAjuba2 ≤ 0.0001, Control vs. Ajuba OE ≤ 0.0001. (**B**) Western blot analysis of Ajuba protein in colon cancer cell lines where Ajuba has been KD and OE. (**C**) Immunofluorescence pictures of SW480 CRC cell line shAjuba1, parental and Ajuba OE stained for Ajuba and DAPI. The upper arrow indicates a cell with elongated morphology and the lower arrow indicates a cell that is ready for cytokinesis (40× images). For all analyses NS denotes *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

**Figure 3:**
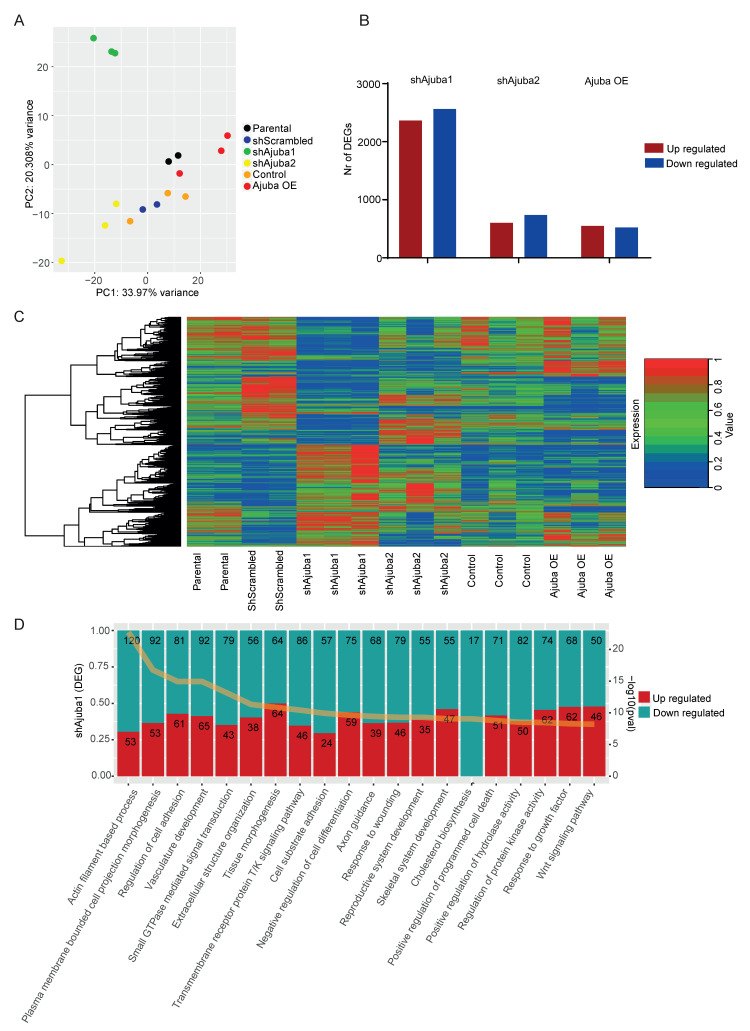
RNA-seq analysis shows most DEGs between shAjuba1 and its control. (**A**) Principle component analysis of RNA-sequencing of all conditions of SW480 colon cancer cell lines. (**B**) Number of differentially expressed genes that are up or down regulated between the different samples and their respective control (shAjuba1 and shAjuba2 compared with shScrambled and Ajuba OE compared with control). (**C**) Heat map of expression level of all significantly differentially expressed genes. (**D**) Pathway enrichment analysis of significantly differentially expressed genes between ShAjuba1 and its shScrambled control using Metascape analysis. The yellow line across the figure represents the calculated *p* value.

**Figure 4:**
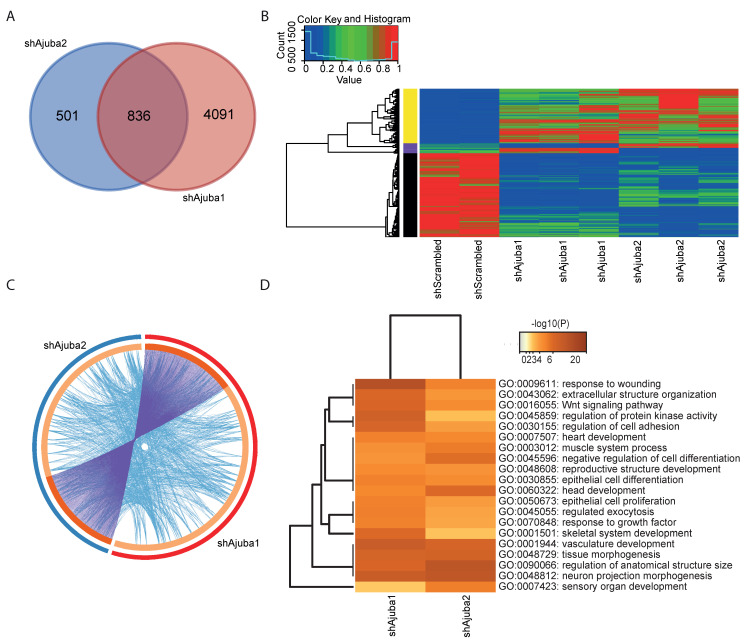
Common DEG of the two Ajuba KD are involved cell adhesion, cell differentiation and proliferation. (**A**) Venn diagram of commonly expressed genes comparing all DEG of shAjuba1 and its control and shAjuba2 with its control. (**B**) Heat map of all 836 commonly altered DEG from shAjuba1 and shAjuba2. (**C**) Circos plot calculated using multiple gene list on Metascape shows how the genes from shAjuba1 and shAjuba2 overlap and in which pathways they are involved. The blue line on the outside corresponds to the shAjuba2 gene list and the red line on the outside to shAjuba1. On the inside, Dark orange color represents the genes that are common in shAjuba1 and shAjuba2, the light orange color represents genes that are uniquely expressed by one condition. The purple lines are linking the exact genes that are common in shAjuba1 and shAjuba2. Blue lines link genes that are different but have the same gene ontology term. (**D**) Heat map showing the top 20 statistically significant family of pathways, clustered by Metascape, were displayed showing commonly altered pathways from shAjuba1 and shAjuba2 the yellow line showing their *p*-value and in which gene ontology term they are involved.

**Figure 5:**
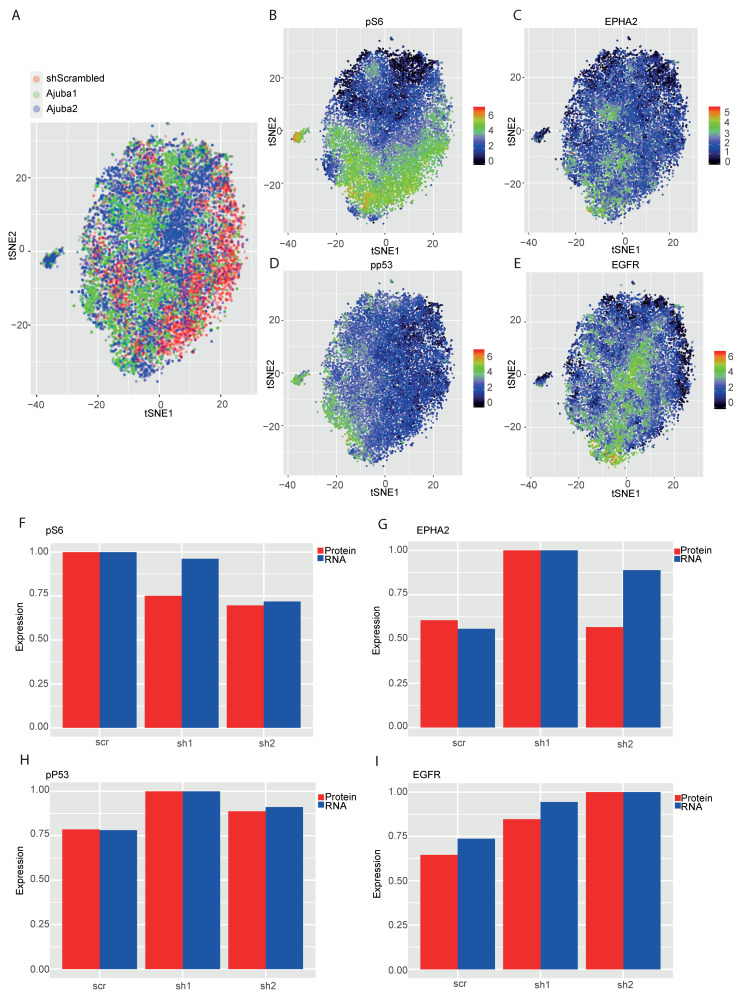
Mass cytometry analysis of Ajuba KD reveals differential expression of cancer associated proteins. (**A**) The *t*-SNE plots are clustered according to their barcoding and coloured according to the sample they come from. (**B**–**E**) The *t*-SNE plots are clustered according to their antigen expression and coloured according to a specific ab expression. All graphs have been displayed using function Rtsne from the R package Rtsne. (**F**–**I**) Bar graphs displaying correlation between protein and RNA expression. Averaged and normalized RPM values of the RNA-seq and the arcsinh transformed CyTOF data were computed independently and the rescaled values used to compare expression.

**Figure 6:**
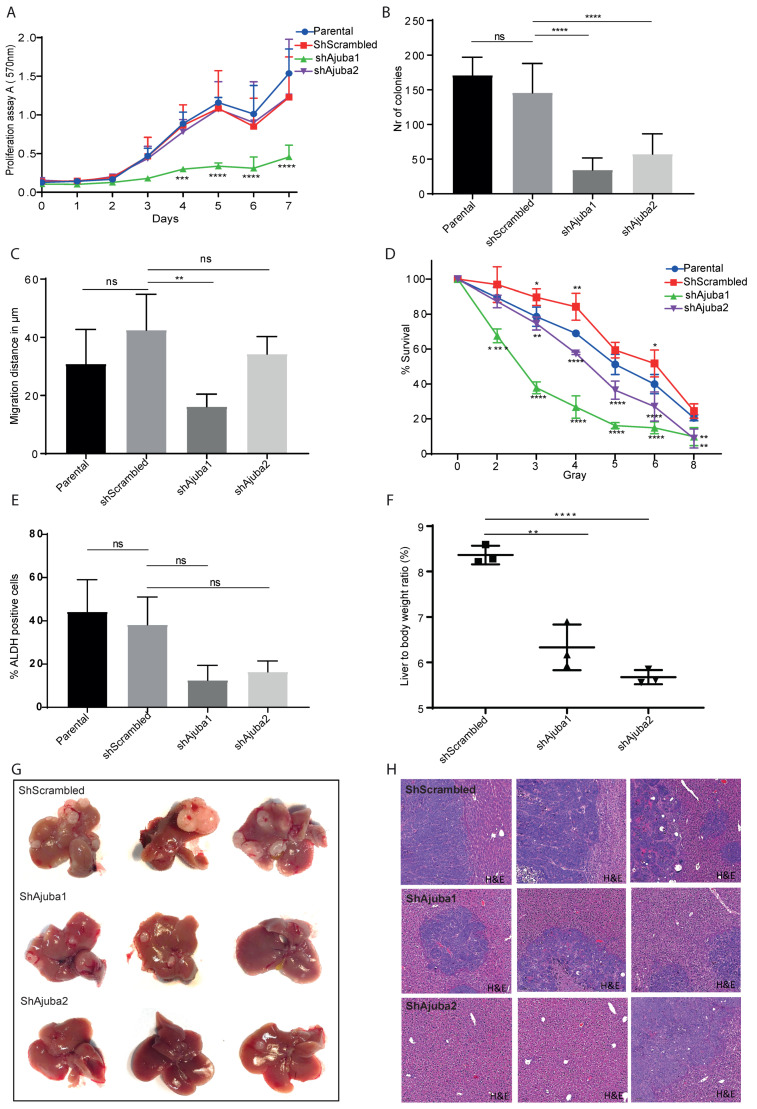
Ajuba KD reduces cell migration, colony formation and metastatic tumor burden in Rag2-/- gamma(c) mice. (**A**) Proliferation assay measuring the absorbance at 570 nm after addition of MTT over the span of one week. Statistics were computed with Graphpad performing a two-way Anova with Tukey corrections for multiple comparisons (*n* = 3 a combination of all 3 independent experiments are displayed here). Day 4: Shscrambled vs. shAjuba1 = 0.0008, Day 5: Shscrambled vs. shAjuba1 ≤ 0.0001, Day 6: Shscrambled vs. shAjuba1 ≤ 0.0001, Day 7: Shscrambled vs. shAjuba1 ≤ 0.0001. (**B**) Graph displaying number of colonies for each condition. The colonies are stained with crystal violet and counted with ColCounter. Parental vs. shScrambled = 0.1410, Shscrambled vs. ShAjuba1 ≤ 0.0001, shScrambled vs. shAjuba2 ≤ 0.0001. (**C**) Migration assay showing difference of the radius in μm, calculated between day 0 and day 1 of the migration. Measurement of areas was done by ImageJ. Parental vs. shScrambled = 0.1471, Shscrambled vs. ShAjuba1 = 0.0014, shScrambled vs. shAjuba2 = 0.1724. (**D**) Percentage of colonies that survived after being irradiated at 2, 3, 4, 5, 6 and 8 grays. Colonies were counted with the ColCounter. Statistics was computed with Graphpad performing a two-way Anova with Tukey corrections for multiple comparisons. 2 Grey: shScrambled vs. shAjuba1 ≤ 0.0001; 3 Grey: shScrambled vs. Parental = 0.0365, shScrambled vs. shAjuba1 ≤ 0.0001, shScrambled vs. shAJuba 2 = 0.0024; 4 Grey: shScrambled vs. Parental = 0.0020, shScrambled vs. shAjuba1 ≤ 0.0001, shScrambled vs. shAJuba 2 ≤ 0.0001; 5 Grey: shScrambled vs. shAjuba1 ≤ 0.0001, shScrambled vs. shAJuba 2 ≤ 0.0001; 6 Grey: shScrambled vs. Parental = 0.0236, shScrambled vs. shAjuba1 ≤ 0.0001, shScrambled vs. shAJuba 2 ≤ 0.0001; 8 Grey: shScrambled vs. shAjuba1 = 0.0032, shScrambled vs. shAJuba 2 = 0.0013. (**E**) Graph displaying percentages of ALDH positive cells using Aldefluor kit from Stemcell Technologies. Cells were gated as negative according to the internal control where samples was treated with DEAB (Figure S6). Parental vs. shScrambled = 0.6210, Shscrambled vs. ShAjuba1 = 0.0883, shScrambled vs. shAjuba2 = 0.1177. (**F**) Liver to body weight ratio (%). Shscrambled vs. ShAjuba1 = 0.0029, shScrambled vs. shAjuba2 ≤ 0.0001. (**G**) pictures of livers and (**H**) H&E staining of Rag2-/-gamma(c)-/-immunodeficient mice 7 weeks after intraspleenic injection of colon cancer cell lines. For all analyses NS denotes *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, **** *p* < 0.0001.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2072-6694/12/7/1913/s1, Figure S1: (A) LIMD1 mRNA expression levels measured by RT-qPCR in SW480 cells after Ajuba KD and OE. (B) WTIP mRNA expression levels measured by RT-qPCR in SW480 cells after Ajuba KD and OE. Figure S2: (A) Graph showing pathway enrichment analysis of significantly differentially expressed genes between shAjuba2 and its shScrambled. Pathway enrichment has been done with Metascape. The 20 family of pathways with the lowest -log10 adjusted p value are depicted as well as gene ontology term they are involved. The yellow line across the figure represents the calculated p value. (B) Graph showing pathway enrichment analysis of significantly differentially expressed genes between Ajuba OE and its control. Pathway enrichment has been done with Metascape. The 20 family of pathways with the lowest -log10 adjusted p value are depicted as well as gene ontology term they are involved. The yellow line across the figure represents the calculated p value. Figure S3: Heat map showing commonly altered pathways from shAjuba1, shAjuba2 and Ajuba OE showing their P value and in which Gene ontology term they are involved. Done with Metascape using multiple gene list function. The 20 family of pathways with the lowest -log10 adjusted p value are depicted. Figure S4: (A) Heat map representing the median expression of the SW480 colon cancer cell line where Ajuba has been previously KD. (B) *t*-SNE plot of SW480 cancer cell line with Ajuba KD and shScrambled control clustering has been done according to heavy metal barcoding. (C–G) *t*-SNE plot showing expression level of different antibodies. Figures S5–S7: (A–H) Bar graphs displaying correlation between protein and RNA expression. Averaged and normalized RPM values of the RNA-seq and the arcsinh transformed CyTOF data were computed independently and the rescaled values used to compare expression. Figure S8: Pictures of colony formation assay in 6-well plates, after being stained with crystal violet. One representative well per condition is displayed. Figure S9: (A–D) FACS plots showing gating strategy to identify ALDH positive cells. The cells were gated as negative according to the DEAB treated samples which accounts for 3% positive cells in all negative controls. The same gate was applied to untreated samples and to the test sample in order to determine how many cells are ALDH positive (*N* = 3, representative sample is displayed to show gating strategy). Figure S10: (A) Whole Western blot membrane of human control colon cancer cell lines and colon metastasis in the liver (as depicted in Figure 1B). (B) Western blot quantification using ImageJ and calculating the Ajuba/β-actin ratio. (C) Whole Western blot membrane of SW480 colon cancer cell line in which Ajuba has been KD and OE. (As depicted in Figure 2B). (D) Western blot quantification using ImageJ and calculating the Ajuba/β-actin ratio. Figure S11: Methods describing how CRISPR/Cas9 was generated in the cancer cell line. (A) CRISPR/CAS9) transfected RIL-175 cells. GFP as positive control for efficient transfection. (B) Western blots to proof KO of Ajuba protein.

How the deposited data were processed for this re-analysis (not part of the article)

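RNA-seq of 6 lines made from SW480 was analysed: Parental (n = 2), shScrambled (n = 2), shAjuba1 (n = 3), shAjuba2 (n = 3), Control (n = 3) and Ajuba OE (n = 3), 16 samples in all. The authors deposited raw counts of read pairs per gene, and all 16 samples were used. They prepared stranded mRNA libraries for paired-end sequencing, aligned the reads to hg38 with HISAT2 and counted them on exons with featureCounts of Rsubread. The text of the paper does not name the strand option, the annotation release or the versions of these tools. The labels speak of triplicates, whereas Parental and shScrambled have 2 samples each, the number the paper's methods give for shScrambled. CyTOF, RT-qPCR, immunoblot, functional and TCGA data were not analysed here.

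Samples were grouped by line as the sample labels give them. Gene symbols, positions, exon numbers, GC content and transcript lengths were taken from GENCODE for hg38. Of 66023 genes, 56434 were found there by identifier, and 41164 had a symbol of their own. The overlap of antisense genes with EPHA2, EGFR, RPS6 and COLCA1 adds uncertainty to their counts where the counting was not stranded.

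Counts were analysed with R 4.3.3, edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and figures were drawn with Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. The samples of the 2 lines compared were fitted on their own. Genes were kept by filterByExpr with the line as the group, and counts were normalized with TMM. Lines were compared with edgeR's quasi-likelihood test (two-sided), and the standard error is the absolute log2 fold change divided by the square root of the F statistic. DEG had a Benjamini-Hochberg adjusted p-value under 0.05. log2 CPM used a prior count of 2. Principal components were computed with prcomp on log(1 + RPM), and the use of all genes, centred and not scaled, was a choice made here. The random seed was 1 wherever counts were thinned.

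The 14 gene lists were written by hand to stand for the pathway families that the paper names, together with lists for cholesterol biosynthesis, targets of YAP and TAZ, ribosomal proteins and others. They were tested with limma's camera on log2 CPM at an inter-gene correlation of 0.01. The median log2 fold change of a list was taken over differences of mean log2 CPM, whereas log2 fold changes of single genes are those of edgeR's model. Fisher's exact test of the share of DEG in a list used all genes tested as the background.

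Total counts per sample ranged from 30132396 to 69684675. Depth limits the low counts only, and the smallest AJUBA count was 1425. The interval given for a share of genes covers counting error only.

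The genes named in the text follow a rule set before the data were examined. It takes the genes the paper names, the genes with the smallest larger adjusted p-value among DEG of both knockdown lines that move in the same direction in every sample, the genes that are DEG in all 3 comparisons with Ajuba OE opposite, and members of the lists. Only the first 2 genes of each ranking of the knockdown lines and the first 3 of the last ranking are reported, to limit the text. The requirement of a symbol was corrected after the ranking was seen, because some symbols repeated the identifier. Many of the genes under this rule are not reported here. The tests, the comparisons, the gene lists and the alternatives were also set before the data were examined, apart from those named next. Fisher's test of the lists, the relation of PC1 with AJUBA within replicate numbers, the test of AJUBA between shAjuba1 and shAjuba2, and an alternative without replicate 2 of both Control and Ajuba OE were added afterwards. So were the tests of depth and of mitochondrial, MALAT1 and NEAT1 RNA for replicate 2. The comparison of the shared DEG with the Control line, the splits for the targets of YAP and TAZ and the placing of the knockdown lines on PC1 were also added then.

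Same-numbered replicates were paired in an alternative with the replicate number as a block in the model. The numbers come from the sample labels, and the paper does not say that same-numbered replicates were processed together. The mean correlation of same-numbered replicates, after subtracting the mean of each line, was -0.0052 for shAjuba1, 0.13 for shAjuba2 and 0.19 for Ajuba OE, each with its control. With the block 8863, 5377 and 5140 genes were DEG in these comparisons. Few residual degrees of freedom remain in the blocked fits, so their p-values lean on the dispersion pooled over genes. Parental and shScrambled have no replicate 3, so in a comparison of one of them with a line of 3 samples, replicate 3 of that line has no partner, adds nothing to the blocked contrast, and the block rests on 2 against 2 samples. This holds for shAjuba1 and shAjuba2 against shScrambled and for Control against shScrambled or Parental. The other alternatives were library size alone or DESeq2's size factors for normalization, DESeq2 on the 2 groups or on all 16 samples, edgeR on all 16 samples, every gene with at least 1 count, genes with at least 10 counts in every sample, an absolute log2 fold change of at least 1, counts thinned to the smallest library, Parental or all 7 control samples as the control, and leaving out each replicate in turn. For the lists they were an estimated inter-gene correlation and edgeR's fry, and for the components log2 CPM, fewer genes and genes scaled to unit variance.

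The edgeR test, its block version, DESeq2 on the 2 groups and the gene list test were tested on simulated data with the library sizes, mean counts and dispersion trend of each comparison, in which some genes were given a known change.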

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

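None of the tests in this part was chosen only after its result was seen. The groups hold 2 or 3 samples, so no sample was tested for lying far from its line.

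The paper's methods do not list Parental against shScrambled among its tests of differential expression. Between them 6526 of 21289 genes were DEG by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3331 higher and 3195 lower in Parental, with a median absolute log2 fold change of 0.47. That is more than the 1713 genes between shAjuba2 and shScrambled, although the difference between these counts was not tested. With the replicate number as a block 5411 genes were DEG, 5375 of them also DEG without it, at a mean correlation of same-numbered replicates of -0.059. The block gave 5377 genes for shAjuba2, at a mean correlation of 0.13, so that the counts were then nearly equal, both from 2 pairs of replicates, since replicate 3 of shAjuba2 has no partner. Without replicate 2 of shAjuba2, and without the block, 4983 genes were DEG in that line. The distance between the counts therefore depends on these settings. Depth was tested by thinning every library to the smallest: 5624 genes were still DEG, against 1495 for shAjuba2, so depth does not account for the order. GC content and transcript length held 1.14% of the variance of the log2 fold changes of the DEG, of which 98.8% had both values. With one dispersion trend over all 16 samples, 1696 genes were DEG against 3672 for shAjuba2, so the order may rest on the small spread between the 2 replicates of each line. The fold changes of Parental against replicate 1 of shScrambled and of Control against replicate 2 of shScrambled had an r of 0.457 across 23597 genes, which are not independent replicates. A transcriptome of its own in the shScrambled line may therefore also contribute, from the construct or from growth apart from the other lines, which the design does not separate. Both explanations remain. The counts carry no normalization by the authors, and the labels give no batch other than the replicate number. Contamination and mislabelled samples were not tested.

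The Control and shScrambled lines, neither of which carries a construct for or against Ajuba, are likewise not a pair that the paper's methods list for differential expression. Between them 1272 of 21940 genes were DEG by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 471 higher and 801 lower in Control, with a median absolute log2 fold change of 0.98. The unadjusted p was under 0.05 for 4645 genes. With the replicate block, which uses replicates 1 and 2 only, 1655 genes were DEG, 1141 of them also DEG without it, at a mean correlation of same-numbered replicates of 0.21. Without one replicate of Control at a time, the count was 209 to 3669. Between Control and Parental 80 of 21644 genes were DEG, 11 higher and 69 lower in Control, with an unadjusted p under 0.05 for 4219. The r of 0.457 given above is the test of a separate shScrambled transcriptome here too, and it may account for part of the 1272 genes. With every library thinned to the smallest 1007 genes were DEG, 970 of them among the 1272, so depth does not account for most of them. With one dispersion trend over all 16 samples 2066 genes were DEG. GC content and transcript length, contamination and mislabelled samples were not tested for this comparison, and neither was a biological explanation other than a separate shScrambled transcriptome.

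The difference between the knockdown lines was tested directly, without the control they share. Between shAjuba1 and shAjuba2 4232 genes were DEG by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with a median absolute log2 fold change of 0.84. With the replicate block 2937 genes were DEG, at a mean correlation of same-numbered replicates of -0.0055. Of the 10 splits of the 6 samples into groups of 3, 1 gave as many DEG, the real one. Among the 4 splits that part all same-numbered replicates it was also 1, and the 6 others keep one or more such pairs together. The 9 other splits gave 0 DEG, with an unadjusted p under 0.05 for 100 to 1093 genes against 7414 in the real split. With 10 splits the share cannot fall under 0.1, so the number of splits alone can neither rule out nor favour a random grouping. The design offers the different target regions of the shRNAs and the different AJUBA levels as biological explanations, and neither was tested.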

How the results depend on the processing

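None of the alternatives in this part was chosen only after the result was seen, except the one without replicate 2 of both Control and Ajuba OE. Where a result moved, the cause was not tested.

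The number of DEG in shAjuba1, 8103 in the reported test, was 6504 to 9695 with each replicate of the line left out. It was 5436 to 8863 under the other alternatives, apart from 2074 with an absolute log2 fold change of at least 1 and 5265 with all 7 control samples. The lowest of these were 5436 with DESeq2 and 5467 with edgeR on all 16 samples. AJUBA in shAjuba1 and Ajuba OE kept its direction and passed the threshold under every alternative that gave an adjusted p. DEG shared by Ajuba OE and shAjuba2 kept a larger share of opposite directions, from 54.4% to 85.8%. Without replicate 2 of both Control and Ajuba OE, an alternative chosen after seeing the data, 79.0% of these and 42.7% of the DEG shared by Ajuba OE and shAjuba1 had opposite directions. Under TMM, library size and DESeq2's size factors, the median log2 fold change of all genes was between -0.078 and 0.043 in each comparison.

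With an absolute log2 fold change of at least 1, the DEG were 2074 in shAjuba1, 976 in shAjuba2, 549 in Ajuba OE, 1590 between shAjuba1 and shAjuba2, 1075 between Parental and shScrambled and 613 between Control and shScrambled. The knockdown lines shared 509, of which 93.9% had the same direction. The share opposite between Ajuba OE and shAjuba1 was 50.9% of 218 genes (two-sided Fisher's exact test, p = 0.762; over the alternatives p was 7.95e-25 to 0.762).

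With all 7 control samples together as the control, the DEG were 5265 in shAjuba1, 2619 in shAjuba2 and 1792 in Ajuba OE.

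With DESeq2 on all 16 samples they were 3890 in shAjuba2, 2637 in Ajuba OE, 2136 between Parental and shScrambled, 2302 between Control and shScrambled and 1066 between Control and Parental, with 2111 shared by the knockdown lines. With edgeR on all 16 samples these counts were 3672, 2386, 1696, 2066, 530 and 2016. With every gene with at least 1 count they were 3210 in shAjuba2, 2661 between Control and shScrambled and 1947 between Control and Parental, with 2040 shared and an across-gene r of the knockdown lines of 0.66. With at least 10 counts in every sample, 26 genes were DEG between Control and Parental and r was 0.52. With DESeq2 on the 2 groups these were 469 and 0.61.

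With the replicate block the DEG were 5377 in shAjuba2, 5140 in Ajuba OE and 318 between Control and Parental, at mean correlations of same-numbered replicates of 0.13, 0.19 and -0.12. In comparisons with shScrambled or Parental the block rests on replicates 1 and 2, because replicate 3 of the other line has no partner. The knockdown lines then shared 3025, of which 87.6% had the same direction, with an across-gene r of 0.517.

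The log2 fold change of AJUBA in shAjuba2, which did not pass the threshold in the reported test, passed it with DESeq2 on all 16 samples (-0.47, adjusted p = 7.14e-04), edgeR on all 16 samples (-0.45, adjusted p = 0.0137), the replicate block (-0.40, adjusted p = 0.0437), DESeq2 on the 2 groups (-0.46, adjusted p = 0.0495) and Parental as the control (-0.60, adjusted p = 0.0364). It also passed with replicate 2 of shAjuba2 left out. All 3 shAjuba2 samples were below both shScrambled samples. Over the alternatives the adjusted p was 4.81e-04 to 0.229.

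With Parental as the control of shAjuba2, 63.0% of the shared DEG had the same direction and the across-gene r was 0.13. With Parental as the control of both lines these were 87.5% and 0.51. With Parental in place of the control, 5 gene lists passed the threshold in shAjuba1 and 7 in shAjuba2. RPS6 in shAjuba1 was 0.742 of the highest line mean and EGFR in the control line 0.863. In Ajuba OE the median log2 fold change reversed for cholesterol biosynthesis (-0.0232, adjusted p = 0.545 from limma's camera), aldehyde dehydrogenase genes (-0.0533, adjusted p = 0.552) and cytosolic ribosomal proteins (-0.23, adjusted p = 0.037, against 4.48e-06 in the reported test). EGFR in shAjuba1 was 0.977 of the highest mean with TMM and 0.98 with DESeq2's size factors.

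With an estimated inter-gene correlation, 0 lists passed in shAjuba1, 0 in shAjuba2 and 0 in Ajuba OE, and with fry 7 passed in shAjuba1 and 0 in shAjuba2. These tests concern lists, while single genes passed at an unadjusted p under 0.05 for 9893, 5882 and 3928 genes. With each replicate left out, 1 to 2 lists passed in shAjuba1, 0 to 3 in shAjuba2 and 1 to 6 in Ajuba OE.

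PC1 and PC2 held 19.6% and 14.6% with log2 CPM, 52.3% and 23.9% with the 500 most variable genes, and 18.3% and 13.6% with genes scaled to unit variance, where r of PC1 with AJUBA was 0.65 (exact permutation p = 0.179; over the alternatives 0.00139 to 0.179). With each sample left out, PC1 held 30.5% to 36.1%, PC2 18.6% to 22.2% and r was 0.747 to 0.878.

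With each replicate left out, the DEG were 492 to 4983 in shAjuba2, 412 to 988 in Ajuba OE, 2177 to 5961 between shAjuba1 and shAjuba2, 209 to 3669 between Control and shScrambled and 18 to 985 between Control and Parental. The knockdown lines shared 402 to 3023, and AJUBA in shAjuba2 was -0.552 to -0.381. Parental against shScrambled has no such fit, since a line would keep 1 sample.

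Among single gene lists, 16 values no longer passed and 3 reversed under the other alternatives, and 11 no longer passed without a replicate. Among single genes, 3 no longer passed and 19 newly passed, and without a replicate 5 no longer passed, 3 newly passed and 7 moved. Depth did not limit the counts of DEG by the 1.5-fold measure used here, since thinning to the smallest library left 7585, 1495 and 970 in shAjuba1, shAjuba2 and Ajuba OE.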

Differences from the paper's values

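None of the comparisons in this part is a test chosen only after the result was seen, except Fisher's test of the gene lists and the placing of the knockdown lines on PC1.

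The paper gives 4927 DEG in shAjuba1, and 8103 were found here. Its methods name DESeq2, whereas the value here is from edgeR's test, so the 2 counts come from unlike methods. Of the alternatives set before the data were examined, 5 gave a count within 1.5 times the paper's: DESeq2 on the 2 groups (6730), DESeq2 on all 16 samples (5436), edgeR on all 16 samples (5467), the 7 control samples together (5265) and shAjuba1 without replicate 1 (6504). The others did not: library size (8087), DESeq2's size factors (8125), every gene with at least 1 count (8561), at least 10 counts in every sample (7416), the replicate block (8863), thinned counts (7585), an absolute log2 fold change of at least 1 (2074), Parental as the control (8056), and shAjuba1 without replicate 2 (7685) or 3 (9695). In shAjuba2 the DESeq2, all-sample and 7-control settings gave 2293, 3890, 3672 and 2619 DEG. These lie outside 1.5 times the paper's 1337, whereas the reported test gave 1713. The DESeq2 and all-sample settings gave 1478, 2111 and 2016 shared DEG, outside 1.5 times the paper's 836. The reported test gave 1219, so settings that close one gap open others.

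In the paper the DEG higher in shAjuba1 number about 2400 (Fig. 3B, read by eye), and 3839 were found here. Counts within 1.5 times that value came from DESeq2 on the 2 groups (3339), DESeq2 on all 16 samples (2559), edgeR on all 16 samples (2526), at least 10 counts in every sample (3499), thinned counts (3575), the 7 control samples (2520) and shAjuba1 without replicate 1 (3025). The other alternatives gave 3991 with library size, 3929 with DESeq2's size factors, 4130 with every gene with at least 1 count, 4265 with the block, 881 with an absolute log2 fold change of at least 1, 3712 with Parental, and 3679 or 4725 without replicate 2 or 3.

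In the paper the DEG lower in shAjuba1 number about 2600 (Fig. 3B, read by eye), and 4264 were found here. DESeq2 on the 2 groups (3391), DESeq2 on all 16 samples (2877), edgeR on all 16 samples (2941), the 7 control samples (2745) and shAjuba1 without replicate 1 (3479) gave counts within 1.5 times that value. The other alternatives gave 4096 with library size, 4196 with DESeq2's size factors, 4431 with every gene with at least 1 count, 3917 with at least 10 counts, 4010 with thinned counts, 4598 with the block, 1193 with an absolute log2 fold change of at least 1, 4344 with Parental, and 4006 or 4970 without replicate 2 or 3.

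For shAjuba1 the paper gives a knockdown of 77% by RT-qPCR, and the reduction of AJUBA RNA here was 39.9%. Over the alternatives set before the data were examined it was 38.4% to 45.5%, and none of them closed the gap.

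The paper reports a significant decrease of Ajuba mRNA in both knockdown lines, by RT-qPCR. In shAjuba2 the log2 fold change here was -0.46 (adjusted p = 0.0773 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed the threshold with DESeq2 on the 2 groups, DESeq2 and edgeR on all 16 samples, the replicate block (adjusted p = 0.0437), Parental as the control and shAjuba2 without replicate 2, and over the alternatives the adjusted p was 4.81e-04 to 0.229.

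According to the paper the levels of WTIP were unaltered by the knockdown, by RT-qPCR. WTIP rose in shAjuba1 with a log2 fold change of 0.91 (adjusted p = 3.64e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; over the alternatives 2.85e-18 to 0.00152). In shAjuba2 it was 0.55 (adjusted p = 0.0582 from edgeR), and it passed the threshold with library size, DESeq2 on the 2 groups, DESeq2 and edgeR on all 16 samples, every gene with at least 1 count, the replicate block, Parental as the control and shAjuba2 without replicate 2 (range over the alternatives 0.00258 to 0.165). LIMD1, which the paper also describes as unaltered, had 0.18 (adjusted p = 0.123 from edgeR) and 0.24 (adjusted p = 0.312 from edgeR).

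Among the proteins that the paper describes as supported by RNA, RPS6 in shAjuba2 had a log2 fold change of -0.53 (adjusted p = 0.505 from edgeR), and it passed the threshold only with the replicate block (adjusted p = 0.0207), which rests on replicates 1 and 2. In shAjuba1 RPS6 had -0.07 (adjusted p = 0.572 from edgeR), and it passed only with Parental as the control (adjusted p = 0.00806; over the alternatives to 0.961). EPHA2 in shAjuba2 had an adjusted p of 0.0527 (edgeR, log2 fold change 0.63) and passed with library size, DESeq2's size factors, DESeq2 on the 2 groups, DESeq2 and edgeR on all 16 samples, every gene with at least 1 count, the block, Parental as the control and shAjuba2 without replicate 2 (adjusted p 2.86e-04 to 0.123 over the alternatives). EGFR in shAjuba2 had 0.39 (adjusted p = 0.0908 from edgeR) and passed with DESeq2 on all 16 samples, edgeR on all 16 samples and shAjuba2 without replicate 2 (adjusted p 0.0113 to 0.377).

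The paper names differentiation, cell adhesion, Wnt signalling and epithelial cell proliferation among the altered pathways, and adds extracellular structure organization for the knockdown lines. In the tests of the hand-written lists, limma's camera and its alternatives, cell adhesion passed the threshold only in shAjuba2 with Parental as the control (adjusted p = 0.044) and in shAjuba1 with fry (6.31e-04). Wnt signalling passed only in Ajuba OE with fry (adjusted p = 0.0433). Cell cycle and proliferation passed with Parental as the control, in shAjuba2 (adjusted p = 2.13e-05) and Ajuba OE (0.00945). Extracellular structure organization passed in Ajuba OE with the block (adjusted p = 0.0317) and with Parental as the control (0.00217). The differentiation list passed in shAjuba2 and Ajuba OE, and in shAjuba1 under no alternative. In Fisher's exact test of the share of DEG, one-sided, cell adhesion passed in shAjuba1 and Ajuba OE, extracellular structure organization in all 3 comparisons, Wnt signalling in shAjuba2 and Ajuba OE, and differentiation and proliferation in shAjuba1. It passed for 11 of the 14 lists in shAjuba1, 3 in shAjuba2 and 8 in Ajuba OE. All DEG entered Fisher's test, whereas the paper limited its enrichment of shAjuba1 to the top DEG by p-value.

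The paper relates PC1 to the level of Ajuba. shAjuba2 had a mean PC1 score of -20.2 and shAjuba1 one of -15.5, while AJUBA RPM was 62.0 in shAjuba2 and 50.1 in shAjuba1.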

Other observations

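In this part, the tests of depth and of mitochondrial, MALAT1 and NEAT1 RNA for replicate 2 were chosen only after the result was seen. So were the comparison of the shared DEG with the Control line and the splits for the targets of YAP and TAZ. The test without replicate 2 of both Control and Ajuba OE was also chosen then.

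Most DEG shared by the knockdown lines had the same direction, and both lists use the shScrambled samples as the control. Of the 1111 shared DEG with the same direction, 62.7% (697) also differed between Parental and shScrambled in that direction, and 36 differed the other way. With Parental as the control of shAjuba2 only, the number with the same direction fell 1.87-fold, to 595. Against the Control line 36.6% (407) differed from shScrambled in that direction and 14 the other way, and 66.8% differed so in Parental or Control. Of the 1111, 338 (30.4%) were also DEG that way in both knockdown lines against Parental. The comparisons of Parental and Control with shScrambled use the same shScrambled samples by which these genes were selected. Noise in those samples alone would make directions agree, and no share expected from it was computed. The values therefore leave a contribution of the shared shScrambled samples to the overlap possible, without telling noise from a difference of that line. How much of the overlap it makes cannot be told from the Control line. The 36.6% there follows the number of genes called, and was 12.3% to 51.9% with 209 to 3669 DEG between Control and shScrambled when each Control replicate was left out. An effect of the loss of Ajuba remains possible for the genes that also differ from Parental, and is not separated here from effects of transduction.

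Replicate 2 of shAjuba2, Control and Ajuba OE deviated from its line in the same way. Across 23597 genes the deviations had an r of 0.48 between shAjuba2 and Control, 0.48 between shAjuba2 and Ajuba OE and 0.5 between Control and Ajuba OE. GC content and transcript length held 11.1% of the variance of the mean deviation across 23151 genes, 98.1% of those with a deviation, with an r of 0.32 for GC content and -0.12 for log2 length. Most of the deviation is not accounted for by them. Replicate 2 was the shallowest library in shAjuba2 (44394246 counts), the deepest in Control (49021568) and neither in Ajuba OE (47996080). Its depth thus had no common direction while the deviations went the same way, which argues against depth in these 3 lines. The share of counts on mitochondrial genes, MALAT1 and NEAT1 together was highest in replicate 2 in 3 of the 3 lines. The median of the ribosomal protein genes was lowest in replicate 2 in 3 of the 3 lines. The mitochondrial share was also highest in replicate 2 of shAjuba1 (16.2%, against 15.4% and 14.4%) and of shScrambled (17.2% against 15.4%), but not of Parental. In shAjuba2 it was 21.2% against 14.0% and 11.5%. The ribosomal protein median of replicate 2 of shAjuba1 (8.574) was above that of replicate 1 (8.506). A larger share in replicate 2 was therefore not limited to the lines that deviated. A candidate explanation is a difference in RNA recovery or in the state of the cells of replicate 2. Under it, mitochondrial, MALAT1 and NEAT1 RNA takes a larger share and ribosomal protein genes shift as a whole. The labels give no batch for replicate 2, and no biological explanation was tested.

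RPS6 RNA was lower in shAjuba2 than in shScrambled, with a log2 fold change of -0.53 (adjusted p = 0.505 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; over the alternatives 0.0207 to 0.736). This value of edgeR lies at the 18.2 percentile of the edgeR log2 fold changes of the 77 other ribosomal protein genes, which have a median of -0.417 and range from -0.745 to 0.469. The median of -0.50 of the gene list test is over differences of mean log2 CPM instead. RPS6 is within the range of these genes, so it may follow a shift of ribosomal protein genes as a whole. Without replicate 2 of shAjuba2 the log2 fold change fell in size by 74.2%, to -0.137, so it may rest on that sample. Reads shared with processed copies of RPS6 were not tested.

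WTIP, a relative of Ajuba, rose in both knockdown lines and fell in Ajuba OE. Its mean RPM was 31.6 in Parental, 30.2 in shScrambled, 57.6 in shAjuba1, 45.8 in shAjuba2, 32.6 in Control and 19.1 in Ajuba OE. In Ajuba OE the log2 fold change was -0.71 (adjusted p = 0.0475 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; over the alternatives 6.71e-04 to 0.201). Among the 200 genes nearest in GC content and similar in mean count, WTIP lay at the 97.5, 95.5 and 0.5 percentile in shAjuba1, shAjuba2 and Ajuba OE, outside the 5th to 95th percentile in 3 of 3 comparisons. Few genes of similar GC content moved as far, but the value in shAjuba2 is just past the limit. No correction for GC content was fitted, so it is not excluded. Transcript length was not matched. Against Parental the log2 fold change was 0.83 in shAjuba1 (adjusted p = 6.12e-04 from edgeR) and 0.47 in shAjuba2 (adjusted p = 0.0488 from edgeR), so the shScrambled control does not account for the rise. A hypothesis is that WTIP RNA may respond to the level of AJUBA. Off-target effects of the constructs were not tested, and the call in shAjuba2 and Ajuba OE depends on the setting.

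AJUBA RNA fell less in shAjuba1 than the paper's RT-qPCR value of 77%. The choice of control was tested: the reduction in shAjuba1 was 39.9% against shScrambled, 45.5% against Parental and 44.1% against the 7 control samples. In shAjuba2 it was 27.2%, 34.1% and 32.4%, around the paper's 30%. The choice of control does not account for the distance in shAjuba1. Differences between the cells used for the assays were not tested, and neither was an effect of the gene that overlaps AJUBA on its counts.

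For Ajuba OE against Control, 1 of the 10 splits of the 6 samples into groups of 3 gave as many DEG as the real one, which was the real split, with 1147. Of the 4 splits that part all same-numbered replicates it was also 1. The 9 other splits gave 0 DEG, with an unadjusted p under 0.05 for 76 to 4915 genes, against 3928 in the real split. The highest, 4915, came from replicates 1 and 3 of Ajuba OE with replicate 1 of Control. In the gene list tests of the same samples, 4 of the 10 splits gave 5 or more lists past the threshold, and 2 of the 4 that part all same-numbered replicates. The 6 other splits gave 1 to 7 lists. With 10 splits the share cannot fall under 0.1, so for the DEG the number of splits alone can neither rule out nor favour a random grouping. For the gene lists other splits gave as many, so the number of lists cannot be told apart from one that a random grouping gives. Among the 5 lists, splits with an adjusted p from limma's camera as small as the real one were 4 of 10 for cholesterol biosynthesis, 3 for intestinal epithelial differentiation, 2 for aldehyde dehydrogenase genes and 6 for cytosolic ribosomal proteins. For the targets of YAP and TAZ it was 1, the real one, with 1.46e-08 against 0.0159 or more in the others, although the list passed the threshold in 5 of the 10 splits. That list had 3 of 22 genes higher and passed with fry, the replicate block (3.00e-06, at a mean correlation of same-numbered replicates of 0.19), library size, Parental as the control and each replicate left out. It did not pass with an estimated inter-gene correlation (adjusted p = 0.0843, the highest over the alternatives, where the lowest was 3.49e-08).

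DEG shared by Ajuba OE and shAjuba1 moved in the same direction more often than in opposite directions. Across genes the log2 fold changes of the 2 comparisons had an r of 0.038, so the pattern concerns the shared DEG only. The share with opposite signs was 44.7%, and 50.9% with an absolute log2 fold change of at least 1 (two-sided Fisher's exact test, p = 0.762). With the replicate block it was 40.7%, at a mean correlation of same-numbered replicates of 0.19, but the block changed the direction of 0 of the 5141 genes that were DEG of Ajuba OE with or without it, so this value cannot tell whether replicate 2 accounts for the pattern. Without replicate 2 of both Control and Ajuba OE, 1701 genes were DEG, 1074 of them shared with shAjuba1, and 42.7% of these had opposite signs. The samples numbered replicate 2 of these lines therefore do not account for it. The design gives the level of Ajuba as a biological explanation, under which the directions would be opposite, and effects of transduction or of growth apart were not tested.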
